# Transient remodeling of gut metabolism supports juvenile growth and adult fitness in *Drosophila*

**DOI:** 10.1038/s41467-026-71776-3

**Published:** 2026-04-13

**Authors:** Clara Lefranc, Arnaud Fichant, Gilles Storelli

**Keywords:** Developmental biology, Metabolism, Insect hormones, Lipids

## Abstract

Animals develop through discrete life stages with specific goals, such as growth or reproduction. Achieving these goals may require temporary changes in the function of certain organs, but these adaptations remain poorly understood. In *Drosophila*, the juvenile phase is characterized by a several-hundred-fold increase in body mass, which culminates in a rapid growth spurt before puberty. Here, we show that this growth spurt is supported by acute remodeling of gut metabolism. Midway through the juvenile phase, steroid hormone and hepatocyte nuclear factor 4 induce digestive function, lipid metabolism and nutrient export in the intestine, thereby accelerating growth and maturation. Gut metabolic remodeling ceases at puberty but has a lasting impact on physiology, enhancing adult reproductive fitness and resilience to environmental stress. Our work identifies an endocrine-metabolic axis that synchronizes gut function with developmental demands, and provides insights into how systemic signals dynamically remodel organ metabolism to optimize life history strategies.

## Abstract (web summary)

*Drosophila* larvae grow a hundredfold within a few days. Lefranc et al. reveal that gut metabolism is transiently reprogrammed to support unbridled juvenile growth but also adult fitness, showing that early-life metabolism shapes lifelong physiology.

## Introduction

The life cycle of most animals includes phases dedicated to growth, maturation and reproduction. The endocrine pathways that control the transitions between these phases are well characterized. In contrast, far less is known about how metabolism and physiology are regulated between these developmental transitions. For example, juvenile organisms have nutritional, metabolic and physiological needs that differ from those of non-growing adults. These needs may even fluctuate during infancy, as in humans, where growth occurs in discrete phases^1^. Such changing needs may require transient, organ-specific adaptations to be met. In parallel, perturbations in juvenile nutrition and metabolism not only influence growth, but also the onset of puberty and adult health^2^. Thus, a systematic understanding of organ metabolism throughout the life cycle could reveal fundamental principles of developmental biology, but also periods of nutritional and metabolic vulnerability that can leave lifelong impacts on physiology^3,4^.

*Drosophila* are an ideal model to explore these questions. Their organs have functions analogous to those of more complex animals^5,6^. Their juvenile phase, metamorphosis (the equivalent of puberty) and adulthood are delimited by clear developmental landmarks. The juvenile phase is divided into three larval stages (L1, L2 and L3), each of which are separated by a molt. These molts and metamorphosis are triggered by pulses of the steroid hormone ecdysone^7^. This hormone acts through the ecdysone receptor (EcR), a member of the nuclear receptor (NR) superfamily of ligand-regulated transcription factors, to coordinate tissue-specific developmental programs^7^. In parallel, other NRs, including hepatocyte nuclear factor 4 (HNF4), coordinate metabolic shifts that support developmental progression^8–10^. HNF4 binds to fatty acids and plays an evolutionary conserved role in the transcriptional regulation of lipid metabolism^10–13^. This includes pathways involved in the catabolism of fat stores, inter-organ lipid trafficking, and the synthesis of specific lipid classes and their derivatives^10–14^. In *Drosophila*, HNF4 induces a transcriptional program in subepidermal cells called oenocytes once metamorphosis is complete^10^. This prompts them to convert circulating lipids into hydrocarbons, which act as a waterproof coating for the cuticle^10^. This process is essential for desiccation resistance and survival in newly eclosed adults, which leave the protection of their pupal case to adopt a nomadic lifestyle^10^. In gravid female mosquitoes, ecdysone can induce the mobilization of fat stores by promoting *HNF4* expression^15^. This epistatic relationship in mature insects suggests that EcR and HNF4 may cooperate more extensively during development to regulate lipid metabolism in specific organs. These regulations may be particularly important at the onset of adulthood^10^, but also during periods of high anabolic demand, such as the larval stages of *Drosophila*, when body mass increases 200-fold within a few days^16^.

Here, we show that the final larval instar in *Drosophila* hosts an intense growth spurt supported by metabolic remodeling of the gut. Upon entry into the last larval instar, EcR and HNF4 trigger acute metabolic changes in the intestine, with sharp increases in digestion, lipid metabolism and nutrient transport. This metabolic switch fulfils the metabolic demands of rapid growth and ensures timely metamorphosis. Gut metabolic remodeling ceases at the onset of metamorphosis, but has a lasting impact on physiology. It promotes reproductive fitness and stress resilience in adults, demonstrating that early-life metabolic transitions can set long-term physiological trajectories. From a broader perspective, this study contributes to our global understanding of how hormonal signals regulate metabolism in specific organs to fulfill developmental demands and optimize life history strategies.

## Results

### Growth accelerates midway through larval life

The *Drosophila* juvenile phase is divided into three larval stages, which together last approximately five days, after which metamorphosis begins (Fig. 1a, b). We scored larval growth by measuring body volume during larval life^17^. Consistent with previous studies, we observed a 73-fold increase in body volume during this period (Fig. 1c)^17–19^. However, growth is not uniform: it accelerates dramatically after the third day, coinciding with the transition from the second to the third larval instar (Fig. 1a, c). Protein, a metabolite commonly used as an indicator of biomass, follows a similar trend: it increases sharply after the third day of development, with an overall increase of 99-fold (Fig. 1d). Glycogen and triglyceride show similar temporal evolutions, with 193- and 313-fold overall increases, respectively (Fig. 1e, f). Thus, *Drosophila* experience a growth spurt during the last larval instar.

**Fig. 1:**
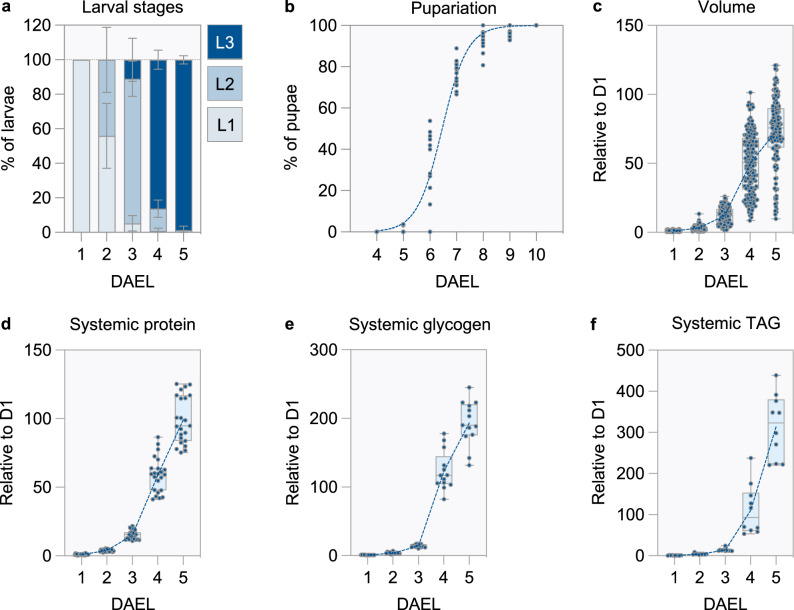
Growth accelerates midway through larval life. **a**–**f** Growth and maturation was assessed in *w*^*1118*^ larvae. DAEL: days after egg laying. **a** The relative proportion of larval stages was scored between D1-5AEL. Bar graphs represent the mean and standard deviation. *n* = 11 (D1-D4AEL) and 10 (D5AEL) biological replicates from two independent experiments (one vial seeded with 40 embryos is considered one biological replicate). The gray dotted line represents 100% of the total. **b** Pupariation was scored between D4-10AEL, and is presented as a percentage of the total number of pupae. The sigmoid curve represents the non-linear least square regression fit of the data. Median time to pupariation, extrapolated from the non-linear fit analysis = 6.46 days. *n* = 13 biological replicates from three independent experiments (one vial seeded with 40 embryos is considered one biological replicate). (**c**) Larval volume between D1-D5AEL. *n* = 186, 198, 152, 170 and 152 larvae for D1, D2, D3, D4 and D5AEL, respectively. One representative experiment out of two is shown. Total (**d**) protein, **e** glycogen and **f** triglyceride (TAG) content was scored between D1-D5AEL. **d** *n* = 23, **e** 13 and **f** 10 biological replicates, each containing several animals, from **d** five, **e** three and **f** two independent experiments, respectively. See the methods for details about the contents of the biological replicates used in these assays. **b**–**f** Dots represent individual biological replicates or specimens. **c**–**f** Boxplots extend from the 25th to 75th percentile, whiskers extend from the minimum to maximum values, and the median is depicted as a line. Values are plotted relative to those of one-day-old larvae. A blue dashed line connects mean values for each day. Source data are provided as a Source Data file.

### The intestinal transcriptome is remodeled in L3 larvae

Growth is closely linked to nutrition^20^, and *Drosophila* feed continuously during larval development (Supplementary Fig. 1a)^21^. Therefore, we hypothesized that physiological and metabolic shifts in the gut, which plays a fundamental role in nutrient digestion and assimilation, could support increased anabolism in L3 larvae^22^. 

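Midguts of *w*1118 larvae, a white-eyed laboratory strain used as a control, were sequenced as mRNA at 3 stages with 5 biological replicates each. Each replicate pooled 60 midguts of early L2 larvae at 2 days after egg laying, 30 of late L2 larvae at 3 days or 10 of early L3 larvae at 4 days. The deposited table gives reads per gene scaled to a common library total, as CPM, for 12133 entries in the 15 libraries, and 926 of these entries are transposable elements. The authors' library totals, recovered from the table, ranged from 23981806 to 33902298 reads, with medians of 28154986 in early L2, 29076416 in late L2 and 30301467 in early L3. All of the 166854 values above 0 corresponded to whole reads within a tolerance of 0.001. The 9787 entries with at least 0.5 CPM in at least 1 library were tested, the same filter as in the paper's methods. Levels were compared as log2(CPM + 0.5) with limma in 1 fit over the 15 libraries, and fold changes on this scale understate the change of transcripts at low levels. A transcript was said to rise or fall when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change was at least 0.5 in size. Values are means ± SD over n = 5 biological replicates unless stated otherwise. Within a stage, Pearson correlations between libraries across genes were 0.981 to 0.993, where genes are not independent replicates. The first principal component held 59.1% of the variance and placed 4 of the early L3 libraries between 45.12 and 59.4. Early L3 replicate 1 was at 31.61 on it, late L2 replicate 4 at -5.63, and the other late L2 libraries between -24.58 and -16.62. Leaving out late L2 replicate 4 and early L3 replicate 1, a choice made after seeing the data, gave 919 transcripts changed between early and late L2 and 2780 between late L2 and early L3. On simulated data with a log2 fold change of 1, the same test recovered 79.4% of the changed genes for the first interval and 81.6% for the second. Few genes were changed there, as many up as down, without a shift of the scale. With 5 libraries against 5, the smallest p of an exact 2-sided permutation test is 0.00794. Gene lists were fixed before the data were examined, when the paper on these libraries was already known, and tested with camera. Many members are among the transcripts that the paper clusters, such as 45 of 49 ribosome biogenesis factors and 19 of 33 lipid transport genes. These tests are therefore not independent of the themes of the paper.

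**Figure D1:**
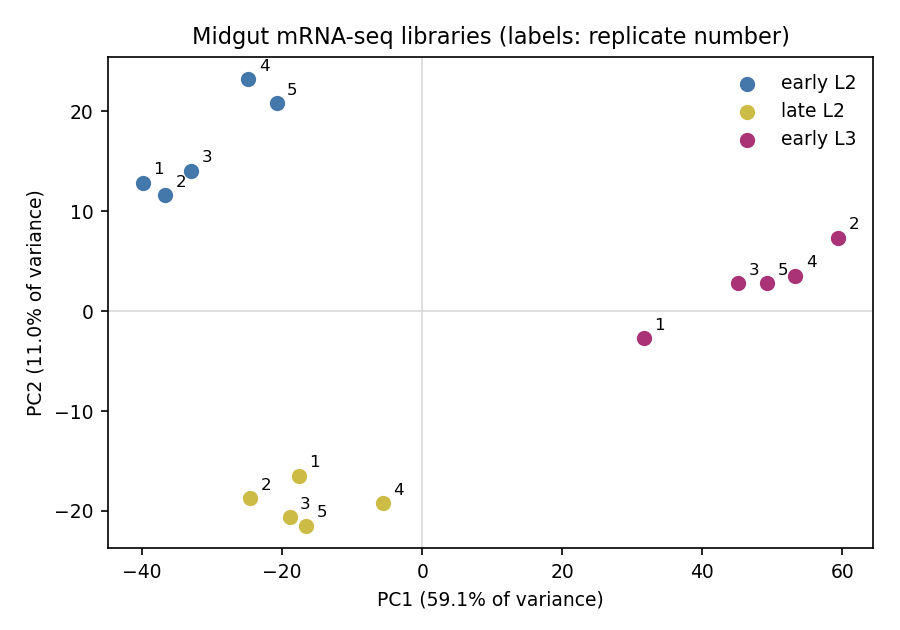
Midgut libraries on the first 2 principal components of log2(CPM + 0.5). Each dot is 1 of 15 libraries, coloured by stage and labelled with its replicate number. Late L2 replicate 4 and early L3 replicate 1 are the libraries of their stages nearest to the other stage on PC1.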

We performed bulk mRNA-sequencing in the midgut (the insect equivalent of the vertebrate small intestine) at timepoints surrounding growth acceleration. For this, we isolated midguts from two-, three- and four-day old larvae, which corresponds to early L2, late L2 and early L3 stage, respectively (Fig. 1a). We compiled a list of genes that are differentially expressed ( | log2FC | ≥ 0.5 and adjusted p-value < 0.05) in at least one of the following comparisons: late L2 versus early L2 midguts, and early L3 versus late L2 midguts (Supplementary Data 1). 429 transcripts in this list show significant changes in their levels during the L2 stage (late L2 versus early L2 midguts, | log2FC | > 0 and adjusted p-value < 0.05, [Supplementary Data 1]). In contrast, 1469 transcripts show significantly altered levels between late L2 and early L3 midguts, suggesting a profound remodeling of intestinal function upon entering the third larval instar (Supplementary Data 1). 

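Between early and late L2, 331 transcripts rose and 637 fell, 968 of the 9787 tested, while with a pseudocount of 4 in place of 0.5 these were 230 and 276. The largest rises included *mamo* and *Syp*, which encode a zinc finger transcription factor and an RNA-binding protein. *mamo* went from 0.116 ± 0.202 CPM, with early L2 replicate 5 apart from the others at 0.473 CPM, to 14.8 ± 5.86 CPM (log2 fold change 4.61, adjusted p = 1.77e-08 from limma). *Syp* went from 1.84 ± 1.00 to 36.4 ± 7.91 CPM, a log2 fold change of 4.04 (standard error 0.21). *ninaD*, a scavenger receptor of the CD36 family that takes up carotenoids, rose from 1.92 ± 0.945 to 88.3 ± 78.8 CPM, with late L2 replicate 4 apart from the others at 229 CPM. *CG34330* rose from 15.1 ± 5.79 to 112 ± 24.7 CPM. Among the largest falls, *phu* went from 31.3 ± 6.53 to 3.95 ± 3.26 CPM (adjusted p = 0.000102). *alphaTry*, a trypsin, went from 599 ± 81.1 to 173 ± 54.9 CPM and *tty*, a chloride channel, from 17.3 ± 2.68 to 4.71 ± 1.04 CPM. Of 17 sugar and amino acid transporters, 5 fell, 1 rose and 11 did not pass the test, and 6 fell when adjusted over the list alone (camera adjusted p = 0.0161, and adjusted p = 0.384 with an estimated correlation). The 1 that rose, *sut1*, did not pass without early L2 replicate 2 (0.46), late L2 replicate 2 (0.49) or late L2 replicate 4 (0.499), or after quantile normalization (0.47). *Slc45-1* fell from 51.7 ± 11.9 to 25.0 ± 1.44 CPM and the trehalose transporter *Tret1-1* from 19.2 ± 1.65 to 11.0 ± 1.42 CPM. Of 20 markers of visceral and other muscle, 1 fell and 0 rose, both over all genes and adjusted over the list alone, with a median log2 fold change of -0.28 (camera adjusted p = 0.000582, and adjusted p = 0.647 with an estimated correlation). Without early L2 replicate 2, 3 markers fell. The marker that fell over all libraries, *Zasp52*, went from 116 ± 5.16 to 73.8 ± 7.01 CPM. Over all 9787 tested, the 5 early L2 values and the 5 late L2 values did not overlap for 1802, where chance gives 0.794%. At an adjusted p under 0.05 without a minimum fold change, 1347 transcripts were higher and 1250 lower in late L2. Counted as in the text, over the list of 3081 genes that passed in either comparison, 1162 had an adjusted p under 0.05.

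**Figure D2:**
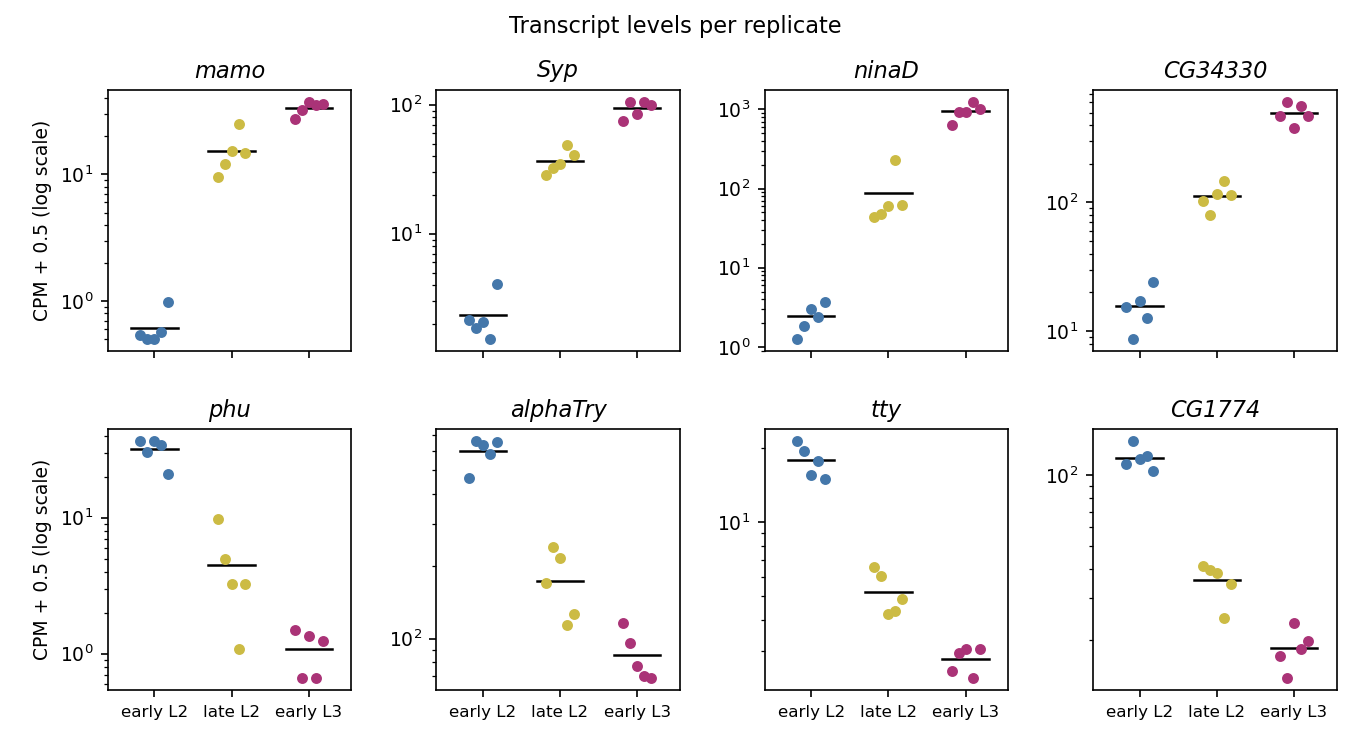
CPM + 0.5 on a log scale for 8 of the transcripts with the largest changes between early and late L2. Dots are the 5 replicates of each stage and bars are means. The early L2 and late L2 values do not overlap in any of the 8 panels, because the rule that chose the largest changes required it.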

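Between late L2 and early L3, 2460 transcripts changed: 631 rose and 1829 fell, and with a pseudocount of 4 these were 423 and 1175. The largest rises included *CG5162*, from 5 late L2 values of 0.0680 to 1.59 CPM to 32.9 ± 3.49 CPM (log2 fold change 5.09, adjusted p = 2.42e-07 from limma). *Jhbp14* rose from 1.61 ± 0.812 to 37.8 ± 5.13 CPM and *Tsf1*, an iron-binding transferrin, from 1.13 ± 0.448 to 17.6 ± 8.47 CPM. *AANATL6* rose from 6.69 ± 6.93 CPM, with late L2 replicate 4 apart from the others at 19.1 CPM, to 101 ± 42.6 CPM, and *ninaD* reached 946 ± 222 CPM. Among the largest falls, *Osi19*, an Osiris family gene, went from 57.2 ± 21.3 to 0.766 ± 1.71 CPM (log2 fold change -6.15) and *Osi18* from 48.7 ± 15.3 to 0.898 ± 2.01 CPM. Early L3 replicate 1 held 3.83 CPM of *Osi19* and 4.49 CPM of *Osi18*, and the other 4 early L3 libraries held 0. Transcripts that rose took 9.04% ± 0.845 of the reads in late L2 and 16.6% ± 1.53 in early L3. Those that fell took 12.4% ± 1.03 and then 7.32% ± 0.648. Both sets were chosen by this same comparison, so the direction of their shares was fixed and only the size is informative. The values of 3918 of all 9787 tested did not overlap between the stages, where chance gives the same share as above. The median log2 fold change of all genes was -0.11 with CPM and 0.02 after median-ratio scaling, so changes between these stages are read relative to that shift. With CPM 25.7% of the changed transcripts rose, against 43.1% after median-ratio scaling (972 rose, 1284 fell) and 47.7% after quantile normalization (1047 rose, 1150 fell). For each gene, the change into early L3 was also tested against the change during L2. It differed for 2435 genes, being more positive in 636 and more negative in 1799. Counted over the same list of 3081 genes as above, 2623 had an adjusted p under 0.05, and 2274 had the larger absolute log2 fold change in this comparison. The list was chosen by passing in either comparison, and more genes passed in this one. The count of 2274 therefore follows in part from how the list was made.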

Hierarchical clustering of the 1000 most variable transcripts across the three timepoints confirmed this pattern: the levels of most transcripts is stable during the L2 stage, but undergo sharp up- or down-regulations after the entry into the L3 stage (clusters A-B and D-E, respectively, [Fig. 2a and Supplementary Data 1]). 

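The 1000 transcripts of the heatmap were chosen on these libraries, so the counts by cluster describe them and are not independent evidence of a direction. Of the 322 transcripts of cluster A, 131 rose and 4 fell between early and late L2, and 242 rose and 0 fell into early L3, with median log2 fold changes of 0.46 and 0.78. Of the 52 of cluster B, 42 rose during L2 and 50 rose into early L3, with medians of 1.69 and 1.80. *Nplp4*, a neuropeptide-like precursor in cluster B, was at 1.77 ± 1.26, 1.75 ± 0.778 and 21.6 ± 4.01 CPM in early L2, late L2 and early L3. *CG10081*, in the same cluster, was at 8.35 ± 6.75, 56.2 ± 18.2 and 140.4 ± 53.8 CPM. Cluster D held 421 transcripts, of which 69 fell and 6 rose during L2 and 407 fell into early L3, with medians of -0.08 and -1.49. *Prx2*, a peroxiredoxin in cluster D, was at 961 ± 54.7, 729 ± 186 and 367 ± 61.2 CPM. Without late L2 replicate 2, its log2 fold change of -0.43 during L2 became -0.55 and passed the test. All 59 transcripts of cluster E fell into early L3, and 2 rose during L2, with medians of 0.75 and -4.15. *obst-A*, a chitin-binding protein in cluster E, was at 9.35 ± 4.47, 13.8 ± 3.59 and 0.979 ± 0.736 CPM. The difference between the later and the earlier change had a median of 0.33 in cluster A, 0.01 in B, -1.40 in D and -4.84 in E. It passed the test as more positive for 92 transcripts of cluster A and more negative for 30, and for 14 and 7 of B. In cluster D it was more positive for 6 and more negative for 316, and in E for 0 and 53. When the 1000 most variable genes were chosen again, 903 were among the paper's. Average linkage into 5 groups gave a group of 289 genes with medians of 0.59 and 1.00 and a group of 667 with medians of -0.08 and -1.34. The other 3 groups held 33, 8 and 3 genes.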

We performed gene ontology (GO) term enrichment analysis to determine if specific biological processes are overrepresented in these clusters. Clusters A and B, which regroup transcripts upregulated in L3 midguts, show an enrichment for terms related to lipid metabolism (Fig. 2a, b and Supplementary Data 2). 

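The genes that the paper lists under the lipid terms of these clusters were chosen on these libraries, so their counts are not independent evidence of a direction. Of 37 genes of cluster A under lipid metabolic process, 19 rose between early and late L2 and 28 rose into early L3 (21 and 28 when adjusted over the list alone). All 11 genes of cluster B under the same term rose into early L3, and 10 of them rose during L2. The cluster A genes include *Pepck2*, a phosphoenolpyruvate carboxykinase, which rose from 27.8 ± 6.08 to 76.1 ± 15.0 CPM into early L3 (adjusted p = 2.66e-06 from limma). *Cyp311a1*, a cytochrome P450, was at 17.5 ± 0.952, 30.6 ± 1.59 and 68.2 ± 12.0 CPM at the 3 stages and rose in both intervals. Of 14 genes of cluster A under lipid transport, 10 rose during L2 and 11 into early L3, with the same counts when adjusted over the list alone. Of 9 under fatty acid catabolic process, 5 rose and 4 did not pass the test in each interval, over all genes and adjusted over the list alone. Cluster A also held 13 genes under response to toxic substance, of which 6 rose during L2 and 10 into early L3. Among these, *Cat*, which encodes catalase, was at 659 ± 35.5, 1209.7 ± 175 and 2160.2 ± 191 CPM. The glutathione transferase *GstT3* was at 36.5 ± 3.77, 70.0 ± 7.42 and 141 ± 17.8 CPM, rising in both intervals. The ferritin subunits *Fer1HCH* and *Fer2LCH* rose into early L3 with log2 fold changes of 0.63 and 0.63.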

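A further group of 146 transcripts of Supplementary Data 1, cluster C, was also chosen on these libraries and is described by its counts alone. From early to late L2, 51 of them fell, 2 rose and 93 did not pass the test, with a median log2 fold change of -0.62. Between late L2 and early L3, 9 rose and 13 fell, with a median of -0.26. *ACC*, the acetyl-CoA carboxylase of fatty acid synthesis, went from 402 ± 63.5 CPM in early L2 to 190.1 ± 14.5 in late L2 (log2 fold change -1.07, adjusted p = 1.06e-05 from limma) and was at 249.7 ± 35.3 CPM in early L3. *Thor*, which encodes the translation repressor 4E-BP, went from 173 ± 49.4 to 68.6 ± 23.1 CPM (adjusted p = 0.00321) and was at 82.3 ± 32.5 CPM in early L3. The trypsin *thetaTry* went from 485 ± 69.4 to 204 ± 27.8 CPM, and *daw*, an activin-like ligand, from 72.7 ± 10.5 to 33.3 ± 4.35 CPM. The change into early L3 was more positive than the change during L2 for 35 transcripts of cluster C and more negative for 2.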

Cluster C, which regroups transcripts mildly downregulated after the early L2 stage, does not show any significant enrichment (Fig. 2a and Supplementary Data 2). Finally, Clusters D and E, which regroup transcripts downregulated in L3 midguts, show an enrichment for terms related to ribosome biogenesis and cuticle formation (Fig. 2a, b and Supplementary Data 2). Thus, systemic growth acceleration is accompanied with a transcriptional shift in the midgut, with likely alterations in ribosome function, cuticle development and lipid metabolism.

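Of 49 ribosome biogenesis factors, a list fixed before the data were examined, 47 fell between late L2 and early L3, 0 rose and 2 did not pass the test, and 47 fell when adjusted over the list alone. The camera adjusted p was 3.71e-35, and the adjusted p was 0.376 with an estimated correlation. Of the 49, 45 are in the paper's clusters, so this is not independent of the paper's theme. *Fib*, the methyltransferase fibrillarin of the nucleolus, went from 164 ± 35.0 to 33.4 ± 9.91 CPM (log2 fold change -2.30, adjusted p = 2.8e-07 from limma). *CG7637* fell from 32.4 ± 2.98 to 8.47 ± 1.76 CPM, *CG4038* from 48.1 ± 6.92 to 12.1 ± 3.06 CPM, and *Non1*, a GTPase of the nucleolus, from 288 ± 31.4 to 143 ± 22.3 CPM. During L2, 1 of the 49, *Non1*, fell from 454 ± 30.7 CPM; 3 fell without early L2 replicate 1, and 2 without early L2 replicate 2, late L2 replicate 2 or late L2 replicate 3. Of 41 cuticle proteins, 25 fell into early L3 (16 with a pseudocount of 4), 2 rose and 14 did not pass the test (25 lower and 3 higher when adjusted over the list alone; camera adjusted p = 0.095, and adjusted p = 0.559 with an estimated correlation). The camera test passed for this list after median-ratio scaling (0.00752) and quantile normalization (0.0104), with edgeR (0.00854), DESeq2 (0.00888) or a pseudocount of 0.1 (0.0341), and without late L2 replicate 1 (0.0102), late L2 replicate 2 (0.0463) or early L3 replicate 1 (0.0373). *Cpr65Ea* fell from 10.6 ± 4.74 to 0.0200 ± 0.0291 CPM and *Cpr65Av* from 5.91 ± 2.73 to 0.158 ± 0.173 CPM, while *Cpr78Ca* rose to 1.65 ± 0.229 CPM. Of 22 genes of cuticle and chitin synthesis and the apical matrix, 16 fell and 0 rose, also when adjusted over the list alone (camera adjusted p = 0.0135, and adjusted p = 0.443 with an estimated correlation). *dyl*, a zona pellucida domain protein of the apical matrix, fell from 12.0 ± 7.03 to 0.466 ± 0.904 CPM, and the chitinase *Cht6* from 9.66 ± 1.63 to 3.41 ± 0.518 CPM. The 10 genes of cluster E that the paper lists under cuticle development, chosen on these libraries, all fell, with a median log2 fold change of -3.84. Of 8 tracheal markers, 5 fell and 1 rose in the same interval, and 3 of those that fell (*verm*, *serp* and *Gasp*) are also in the lists of the cuticle, apical matrix or peritrophic matrix. *uif*, a membrane protein of tracheal cells, went from 47.9 ± 17.9 to 7.05 ± 4.76 CPM. Of 8 markers of foregut, proventriculus and hindgut, 1 fell, *Gld*, from 4.59 ± 1.73 to 0.267 ± 0.431 CPM.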

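Across lists fixed before the data were examined, the median log2 fold change from late L2 to early L3 was 0.50 for lipid transport and lipoproteins, 0.40 for fatty acid and triglyceride synthesis and 0.10 for fatty acid β-oxidation. It was -1.58 for ribosome biogenesis factors, -0.48 for cytosolic ribosomal proteins and -0.91 for cuticle proteins. For late L2 versus early L2 the medians of these lists, in the same order, were 0.21, -0.18, 0.25, -0.07, -0.11 and 0.03, where camera ranked the cuticle proteins as lower (adjusted p = 0.736). After median-ratio scaling the later medians were 0.65, 0.55, 0.25, -1.44, -0.34 and -0.85. From the terms enriched in its clusters, the paper proposes likely alterations in ribosome function, cuticle development and lipid metabolism.

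**Figure D3:**
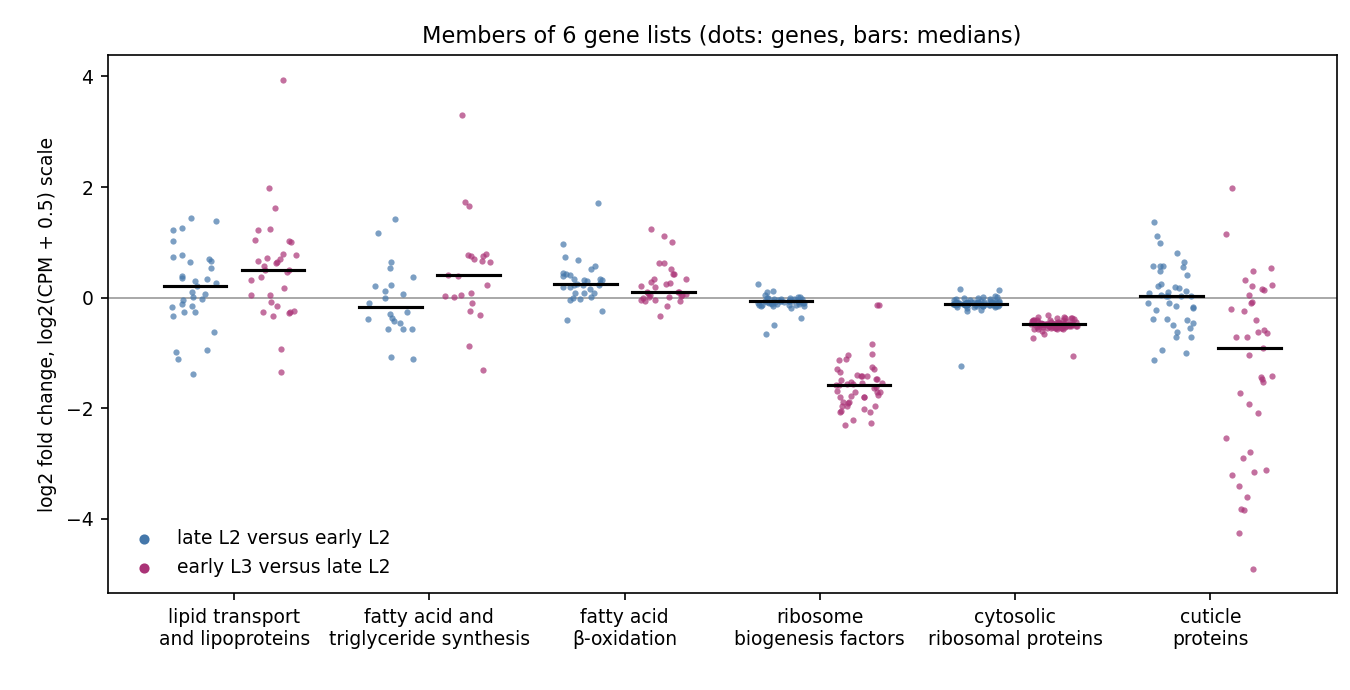
Log2 fold changes of the members of 6 gene lists on the log2(CPM + 0.5) scale. Each dot is a gene, in blue for late L2 versus early L2 and in purple for early L3 versus late L2, and bars are medians. The ribosome biogenesis factors have a median of -0.07 during L2, with 43 of 49 below 0, and a median of -1.58 into early L3. The cuticle proteins spread widely around a median of -0.91 into early L3.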

**Fig. 2:**
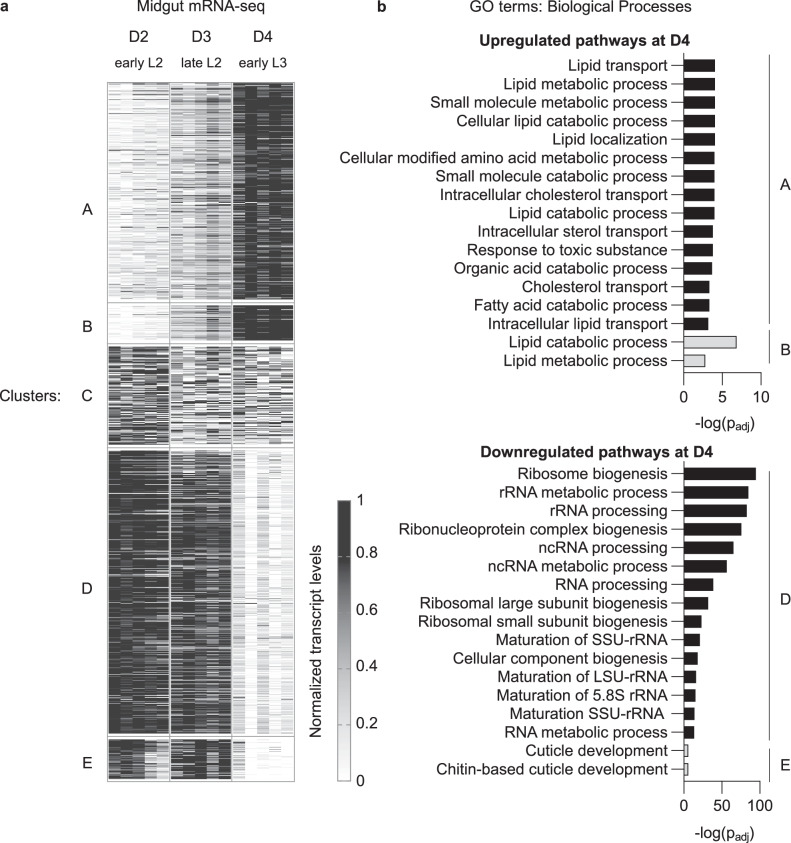
The intestinal transcriptome is remodeled in L3 larvae. **a**, **b** mRNA-seq was performed on midguts isolated from *w*^*1118*^ larvae at D2, D3 and D4AEL (corresponding to early L2, late L2 and early L3, respectively). **a** The heatmap shows the 1000 most variable transcripts across all samples, after hierarchical clustering and min-max normalization. Transcript levels are represented using a greyscale (minimal and maximal values are represented by white and black, respectively, see methods for details). *n* = 5 biological replicates. **b** Gene Ontology (GO) term enrichment analysis was performed on the clusters of transcripts identified using hierarchical clustering. The panels depict the biological processes that are significantly enriched in the different clusters, following a one-sided Fisher’s exact test and Benjamini-Hochberg procedure to account for multiple testing. Upper panel: clusters A-B, lower panel: clusters D-E.

### Lipid digestion, synthesis and export are induced in L3 guts

For simplicity, “late L2” and “early L3” will be referred to as “L2” and “L3”, respectively, throughout the rest of the text. Our transcriptomic analysis revealed a coordinated increase in transcripts related to lipid metabolism in the L3 midgut (Fig. 2b and Supplementary Data 2). 

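Of 33 genes of lipid transport and lipoproteins, 17 rose between late L2 and early L3, 2 fell and 14 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 4.79e-11, and adjusted p = 0.196 with an estimated correlation). *emp*, a scavenger receptor of the CD36 family, rose from 18.6 ± 3.03 to 57.8 ± 5.72 CPM (log2 fold change 1.62, adjusted p = 2.2e-07 from limma). The lipid transporter *Abca3* rose from 303 ± 32.7 to 707 ± 32.7 CPM, and *fabp*, a fatty acid binding protein, from 1366 ± 201 to 2772 ± 330.3 CPM. Of 22 genes of fatty acid and triglyceride synthesis, 10 rose and 2 fell, also when adjusted over the list alone (camera adjusted p = 6.74e-05, and adjusted p = 0.196 with an estimated correlation). *Agpat3*, an acyltransferase of glycerolipid synthesis, rose from 277 ± 16.1 to 479.6 ± 39.3 CPM. Those that fell were *sug*, a sugar-responsive transcription factor, from 38.9 ± 9.15 to 15.1 ± 2.10 CPM, and the diacylglycerol acyltransferase *mdy*, named after its values were seen, from 28.1 ± 6.30 to 15.0 ± 2.71 CPM. Of 32 genes of fatty acid β-oxidation, 6 rose and 0 fell, also when adjusted over the list alone (camera adjusted p = 9.66e-06, and adjusted p = 0.416 with an estimated correlation). The acyl-CoA dehydrogenase *CG3902* rose from 566 ± 55.2 to 1228 ± 141 CPM and the peroxisomal acyl-CoA oxidase *Acox57D-p* from 90.1 ± 8.03 to 183 ± 39.1 CPM. Of 13 genes of lipid droplets and intracellular lipases, 5 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.00632, and adjusted p = 0.196 with an estimated correlation). *Lsd-1*, the perilipin that coats lipid droplets, rose from 3.13 ± 0.622 to 18.7 ± 9.04 CPM.
Some of these genes also rose between early and late L2. In that interval 11 of the lipid transport genes rose and 3 fell (camera adjusted p = 0.000123, and adjusted p = 0.578 with an estimated correlation). Without early L2 replicate 4, late L2 replicate 3 or late L2 replicate 5, 1 of them fell. *Fatp1*, a fatty acid transport protein, rose from 217 ± 30.2 to 567 ± 64.0 CPM and *ScpX*, a sterol carrier protein, from 81.6 ± 4.76 to 196 ± 31.0 CPM. For β-oxidation, 6 rose and 0 fell (camera adjusted p = 3.87e-09, and adjusted p = 0.415 with an estimated correlation), and for synthesis 3 rose and 5 fell (camera adjusted p = 0.224). Of the lipid droplet genes, 5 rose (camera adjusted p = 0.0225, and adjusted p = 0.415 with an estimated correlation). Markers of the fat body, which stores lipids and lies against the gut, were measured in the same libraries. Of 11 of them, 2 rose between late L2 and early L3 and 0 fell, also when adjusted over the list alone (camera adjusted p = 0.074, and adjusted p = 0.45 with an estimated correlation), and those that rose were *Lsd-1* and the larval serum protein gene *Lsp1gamma*. *Lsp1gamma* reached 84.8 ± 33.3 CPM in early L3 and did not pass with edgeR (log2 fold change 1.90, adjusted p = 0.0759) or DESeq2 (1.92, adjusted p = 0.0739). The other larval serum protein genes, *Lsp1alpha*, *Lsp1beta* and *Lsp2*, had log2 fold changes of 2.68, 1.77 and 1.32. These did not pass the test (adjusted p = 0.0813, 0.326 and 0.376 from limma). In the other direction, *apolpp*, *Mtp* and *Npc2g* were at -0.09, -0.26 and -0.24 and did not pass either. For the fat body list the camera test passed without late L2 replicate 4 (0.0189), without early L3 replicate 5 (0.0356) and without both late L2 replicate 4 and early L3 replicate 1 (0.0137).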

We validated this signature using RT-qPCR and made similar observations in another control background (Supplementary Fig. 2a). Intestinal lipid processing involves several steps^22^. First, digestive lipases breakdown dietary lipids into fatty acids that can be absorbed by enterocytes (ECs)(Fig. 3a)^22^. We have compiled a list of putative digestive enzymes in *Drosophila* (Supplementary Data 3, see methods for details). Most genes encoding digestive lipases are transcriptionally induced in the L3 midgut, indicating an activation of lipid digestion (Fig. 3b, Supplementary Fig. 2a and Supplementary Data 3). 

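Of 11 digestive lipases of Supplementary Data 3, 7 rose between late L2 and early L3, 1 fell and 3 did not pass the test, with the same counts when adjusted over the list alone. The paper set this list from a tissue expression atlas and gene annotation (camera adjusted p = 3.49e-06, and adjusted p = 0.227 with an estimated correlation). *mag* (FBgn0036996, chromosome 3L from 20460683 to 20462274 in BDGP6.54) encodes the secreted triglyceride lipase magro. It rose from 279.6 ± 139.8 CPM in late L2 to 1937 ± 522 CPM in early L3, a log2 fold change of 2.87 (standard error 0.26, adjusted p = 5.43e-07 from limma). The 5 early L3 values lay above the 5 late L2 values, with the smallest p that an exact permutation test of this size allows. *CG6271* rose from 207 ± 229.9 to 1668 ± 411 CPM, *CG6277* from 115 ± 82.1 to 647 ± 163 CPM and *CG6283* from 1490.2 ± 431 to 2874 ± 374 CPM. *CG8093* rose from 384 ± 146 to 938 ± 214 CPM, a 2.45-fold ratio of the means. *CG6295* rose from 1375 ± 137 to 2454 ± 345 CPM and *CG17191* from 241 ± 32.7 to 466 ± 50.8 CPM. *CG15534* fell, from 42.0 ± 2.56 to 29.1 ± 6.91 CPM (log2 fold change -0.55), and did not pass without early L3 replicate 1 (-0.48) or early L3 replicate 2 (-0.43). It did not pass after median-ratio scaling (-0.41) or quantile normalization (-0.38), with edgeR (-0.39), DESeq2 (-0.38), a pseudocount of 4 (-0.50) or array weights (-0.44), or without late L2 replicate 4 and early L3 replicate 1 together (-0.49). *CG6296* had a log2 fold change of 0.41 (adjusted p = 0.000128), under the minimum of 0.5, and passed after median-ratio scaling (0.55), with edgeR (0.53) or with DESeq2 (0.55). During L2, 6 of the 11 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.000582, and adjusted p = 0.46 with an estimated correlation). In that interval *CG6277* had the largest change, a log2 fold change of 3.22, from 10.3 ± 2.59 CPM in early L2, while *CG17191* and *CG6295* had log2 fold changes of 0.26 and -0.03 and did not pass the test.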

Once absorbed by ECs, free fatty acids (FFA) can follow three major fates: they can be oxidized for energy production, exported to peripheral tissues in lipoproteins, or re-esterified for storage in lipid droplets (Fig. 3a)^22^. The latter can be mobilized by intracellular lipases to re-generate FFA^14,22^. 

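*mino*, a glycerol-3-phosphate acyltransferase, rose from 120.2 ± 22.8 CPM in late L2 to 384 ± 89.8 CPM in early L3 (log2 fold change 1.66, standard error 0.19, adjusted p = 2.78e-06 from limma). *Dgat2*, a diacylglycerol acyltransferase, rose from 45.1 ± 1.96 to 77.9 ± 7.82 CPM (log2 fold change 0.78), and *CG33120* from 0.656 ± 0.501 to 10.9 ± 4.86 CPM. Among genes of lipid breakdown, *bmm*, the adipose triglyceride lipase brummer, rose from 33.9 ± 5.70 to 62.6 ± 9.77 CPM (log2 fold change 0.88). *Lip3*, a lipase, rose from 30.8 ± 13.0 to 105 ± 23.0 CPM, with early L3 replicate 1 apart from the others at 145 CPM. *Hacl*, a 2-hydroxyacyl-CoA lyase, had a log2 fold change of 0.29 (adjusted p = 0.00122), under the minimum of 0.5, and late L2 replicate 2 was apart from the others at 594 CPM. *yip2*, a thiolase, had a log2 fold change of 0.43 and did not pass either, except without early L3 replicate 1 (0.53), after median-ratio scaling (0.58), with edgeR (0.59) or with DESeq2 (0.60). Among transport genes, the sterol-binding *Npc2a*, *Npc2c* and *Npc2f* rose with log2 fold changes of 0.77, 1.05 and 0.78. The lipoprotein receptor gene *LpR2* rose from 33.4 ± 3.05 to 52.0 ± 3.68 CPM. *Seipin*, a protein of lipid droplet assembly, had a log2 fold change of 0.39, under the minimum, and passed after median-ratio scaling (0.54), with edgeR (0.55) or DESeq2 (0.56), and without late L2 replicate 4 and early L3 replicate 1 (0.54). Of the 14 genes of Fig. 3c, which the paper chose on these libraries, 11 rose into early L3 and 0 fell, also when adjusted over the list alone. In late L2 compared with early L2, 7 of the 14 rose, and 8 rose when adjusted over the list alone. In that interval *bmm* had a log2 fold change of -0.47 and passed as a fall without early L2 replicate 1 (-0.52), late L2 replicate 1 (-0.51), late L2 replicate 3 (-0.50) or late L2 replicate 5 (-0.52) or after quantile normalization (-0.51), and *Npc2c* without early L2 replicate 2 (-0.55). *Seipin* and *Hacl* passed the test in that interval, with log2 fold changes of 0.89 and 0.69.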

Numerous genes encoding proteins involved in lipid synthesis, breakdown and transport are transcriptionally induced in the L3 midgut, and we made similar observations in another genetic background (Fig. 3c, Supplementary Fig. 2a and Supplementary Data 1-2). We sought to determine the functional impact of these transcriptional changes on midgut lipid metabolism. Consistent with the increased expression of digestive and intracellular lipases, we observed a 2.8-fold increase in triglyceride lipase activity between L2 and L3 midguts after normalization to tissue size (Fig. 3d). These changes are accompanied by a 3.4-fold increase in free glycerol levels, a metabolite generated during intracellular triglyceride catabolism (Fig. 3e). Therefore, increased digestion of dietary fat occurs alongside enhanced lipid droplet mobilization, leading to a slight increase in intracellular lipid levels in midguts between the L2 and L3 stage (Fig. 3f, g). Simultaneous increases in the uptake of dietary fats and in the mobilization of lipid droplets could favor FFA incorporation into lipoproteins and export to peripheral tissues (Fig. 3a)^14^. Consistent with this model, circulating triglyceride levels and systemic fat stores increase after animals enter into the L3 stage (Figs. 3h and 1f). 

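*Amyrel*, an amylase-related gene, rose from 120.2 ± 32.5 CPM in late L2 to 357 ± 63.0 CPM in early L3 (log2 fold change 1.59, adjusted p = 4.27e-06 from limma). The amylase genes *Amy-d* and *Amy-p* rose from 263 ± 78.8 to 752 ± 177 CPM and from 615 ± 117 to 1292 ± 243 CPM. Early L2 replicate 4 was apart from the other early L2 libraries in *Amy-p*, at 579.5 CPM. The maltases *Mal-A3* and *Mal-A4* rose from 1334 ± 169 to 2375 ± 152 CPM and from 616 ± 141 to 1664 ± 260.2 CPM, while *Mal-A7* fell from 15.3 ± 2.86 to 9.07 ± 2.73 CPM. *Mal-A7* did not pass after quantile normalization (log2 fold change -0.49, adjusted p = 0.0599). *Mal-A1* had a log2 fold change of 0.17 (adjusted p = 0.126) and did not pass the test. Of 14 digestive carbohydrases of Supplementary Data 3, 7 rose, 1 fell and 6 did not pass the test, with the same counts when adjusted over the list alone. The camera adjusted p was 5.16e-05, and the adjusted p was 0.256 with an estimated correlation. Between early and late L2, 5 rose and 2 fell, also when adjusted over the list alone (camera adjusted p = 0.174, and adjusted p = 0.714 with an estimated correlation); those that fell were *Mal-A1*, from 1758 ± 184 to 992 ± 78.8 CPM, and *Mal-A7*. In that interval 3 rose without early L2 replicate 2, early L2 replicate 3 or late L2 replicate 4. The camera test of that interval passed with replicates as a block (0.0115) and without early L2 replicate 4 (0.033). A further list of the same source, the digestive proteases, is not described here, so these counts do not cover all digestive enzymes. Among the enterocyte markers, *alphaTry* fell into early L3 (log2 fold change -0.99), and *betaTry* (0.42) stayed under the minimum of 0.5.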

Carbohydrate digestion is also induced in the L3 midgut, potentially providing additional resources for intestinal lipid synthesis and systemic fat storage (Supplementary Fig. 2c, d and Supplementary Data 3). Taken together, these observations support a model in which intestinal lipid metabolism is remodeled midway through larval life to speed up the accumulation of fat stores.

**Fig. 3:**
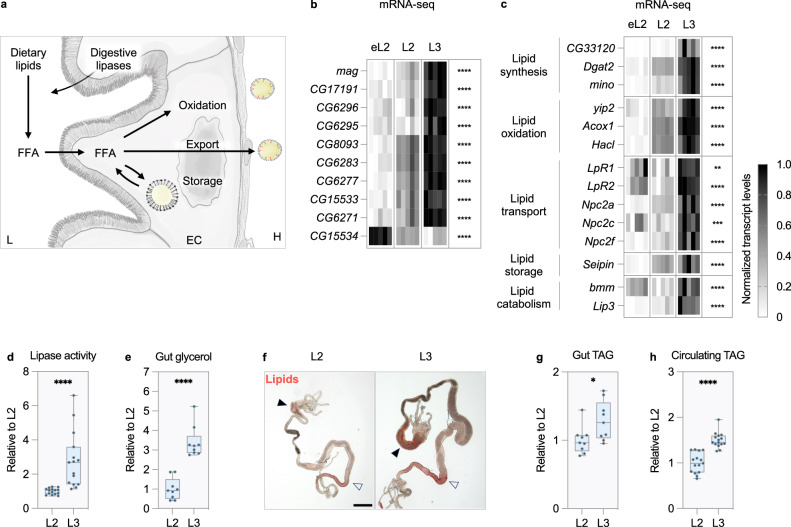
Lipid digestion, synthesis and export are induced in L3 midguts. **a** Representation of intestinal lipid handling. EC: enterocytes, FFA: free fatty acids, H: hemolymph, L: lumen. Illustration adapted from this article was published in Cell Reports, Volume 43, Maximilian C. Vonolfen, Fenja L. Meyer zu Altenschildesche, Hyuck-Jin Nam, Susanne Brodesser, Akos Gyenis, Jan Buellesbach, Geanette Lam, Carl S. Thummel, Gilles Storelli, Drosophila HNF4 acts in distinct tissues to direct a switch between lipid storage and export in the gut, Copyright Elsevier (2024) under a CC BY license: https://creativecommons.org/licenses/by/4.0/. (**b-h**) Experiments with *w*^*1118*^ larvae. Levels of transcripts involved in (**b**) lipid digestion and (**c**) other aspects of lipid metabolism in early L2 (eL2), late L2 (L2) and early L3 (L3) midguts. Transcript levels are represented using a greyscale after min-max normalization (minimal and maximal values represented by white and black, respectively, see methods for details). *n* = 5 biological replicates per timepoint. **d** Triglyceride lipase activity, (**e**) free glycerol and (**g**) triglyceride content in L2 and L3 midguts. Values normalized to protein content and relative to L2 midguts. *n* = (**d**) 15, (**e**) 9, and (**g**) 9 biological replicates per genotype, from three independent experiments. Biological replicates contain several organs, see the methods for details. (**f**) Lipid stains in L2 and L3 midguts with Oil Red O. Closed arrowhead: anterior midgut, open arrowhead: posterior midgut. Representative image from *n* = 30 midguts per timepoint from three independent experiments. Scale bar = 500 µm. **h** Circulating triglyceride levels, normalized to hemolymph volume and relative to L2 larvae. *n* = 15 biological replicates per genotype from three independent experiments. Hemolymph was collected from several animals to make up one biological replicate. See the methods for details. **d**, **e**, **g**, **h** Dots represent biological replicates. Boxplots extend from the 25th to 75th percentile, whiskers extend from minimum to maximum, median is depicted as a line. **b**–**e**, **g**, **h** Asterisks indicate statistically significant difference between timepoints ((**b**, **c**) 1-way ANOVA, (**d**, **e**) Two-sided Mann-Whitney test or (**g**, **h**) two-sided Student’s *t* test). **d**, **e**, **h** *p* ≤ 0.0001, (**g**) *p* = 0.026. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Source data are provided as a Source Data file.

### Ecdysone triggers a switch in intestinal lipid metabolism

Next, we sought to identify the transcription factors (TFs) responsible for this acute change in intestinal metabolism. To this end, we performed TF motif enrichment analysis in the vicinity of genes belonging to the clusters identified in (Fig. 2a). This analysis on the clusters regrouping upregulated transcripts resulted in a list of candidate TFs, including EcR and its downstream targets br, E74, E75 and E78 (Supplementary Data 4). Given that ecdysone signaling dictates the transition from the L2 to L3 stage, this pathway may participate in the developmental induction of lipid metabolism in the gut. Consistent with this hypothesis, increased expression of *EcR, br, Eo* and *shd* in L3 midguts demonstrates temporal induction of ecdysone signaling, and EcR is expressed in regions of the midgut that accumulate lipids (Fig. 4a–c and Supplementary Fig. 3a). 

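*EcR* (FBgn0000546, chromosome 2R from 6087873 to 6169087 in BDGP6.54), which encodes the ecdysone receptor, rose from 11.4 ± 2.36 CPM in late L2 to 17.9 ± 3.81 CPM in early L3, a log2 fold change of 0.63 (standard error 0.17, adjusted p = 0.00489 from limma). *br* (FBgn0283451, chromosome X from 1575132 to 1664869 in BDGP6.54), which encodes zinc finger transcription factors of the ecdysone response, rose from 7.09 ± 2.50 to 44.3 ± 10.4 CPM (log2 fold change 2.60, adjusted p = 4.92e-07). *shd*, the cytochrome P450 that converts ecdysone to 20-hydroxyecdysone, rose from 19.1 ± 3.86 to 80.2 ± 13.3 CPM (log2 fold change 2.05, adjusted p = 5.93e-06). *Eo*, an ecdysone oxidase, rose from 3.36 ± 0.601 to 5.98 ± 2.54 CPM (log2 fold change 0.68, adjusted p = 0.0129) and did not pass without early L3 replicate 4 (0.48) or with a pseudocount of 4 (0.41). Between early and late L2, *br* and *Eo* also rose, from 1.05 ± 0.449 and 0.693 ± 0.170 CPM, with log2 fold changes of 2.27 and 1.69. In that interval *EcR* and *shd* had log2 fold changes of 0.07 and 0.22 and did not pass the test. Of 29 genes of the ecdysone response, a list fixed before the data were examined, 6 rose and 10 fell into early L3, also when adjusted over the list alone. The camera test ranked the list as higher (adjusted p = 0.246), while its median and mean log2 fold changes were -0.22 and -0.39. *Oatp74D*, the importer of ecdysone, rose from 6.90 ± 2.07 to 46.5 ± 10.4 CPM, and *Eip74EF*, an ETS-domain transcription factor, from 1.44 ± 0.954 to 8.18 ± 3.74 CPM, with late L2 replicate 4 apart from the others at 3.13 CPM. *Hr4*, a nuclear receptor and a member of cluster E, fell from 38.4 ± 5.78 to 1.31 ± 1.52 CPM. *Eip75B* had a log2 fold change of 0.15 (adjusted p = 0.342) and did not pass the test. *Eip78C*, another nuclear receptor, fell from 1.99 ± 0.729 to 1.06 ± 0.366 CPM (log2 fold change -0.65, adjusted p = 0.0208). It did not pass without late L2 replicate 1 (-0.58), 3 (-0.54) or 5 (-0.58) or early L3 replicate 4 (-0.56) or 5 (-0.58), after quantile normalization (-0.39) or with a pseudocount of 4 (-0.24). From the increased expression of *EcR*, *br*, *Eo* and *shd* in these and in *yw* midguts, the paper concludes that ecdysone signaling is induced over time. It also found motifs of EcR and its targets near the upregulated genes. A dominant-negative EcR in enterocytes blocked the induction in its experiments.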

To test a role for EcR in the developmental induction of intestinal lipid metabolism, we expressed a dominant-negative form of this nuclear receptor (EcR^DN^) in ECs^23^. As expected, this manipulation blocks the induction of ecdysone signaling in L3 midguts (Fig. 4d). It also has global, negative impacts on the induction of transcripts involved in lipid metabolism in L3 midguts (Fig. 4d). Importantly, these effects are not due to decreased midgut growth or EC endoreplication (Supplementary Fig. 3b–f). Since EcR^DN^ blocks the developmental induction of lipid-related transcripts, we checked its impacts on intestinal lipid levels. Under *EcR*^*DN*^ expression, the midgut accumulates lipids in L3 larvae (Fig. 4e, f). This observation could be explained by a defect in lipid export, as inhibition of lipoprotein synthesis has a similar effect (Supplementary Fig. 3g, h). Consistent with this hypothesis, suppression of ecdysone signaling in ECs depletes circulating lipid levels, and reduces fat accumulation after entering the L3 stage (Fig. 4g, h). Several of these effects are recapitulated when *EcR* is silenced with RNAi in ECs (Supplementary Fig. 4a, b). Therefore, ecdysone triggers a developmental switch in gut metabolism to maximize lipid export and the buildup of systemic fat stores.

**Fig. 4:**
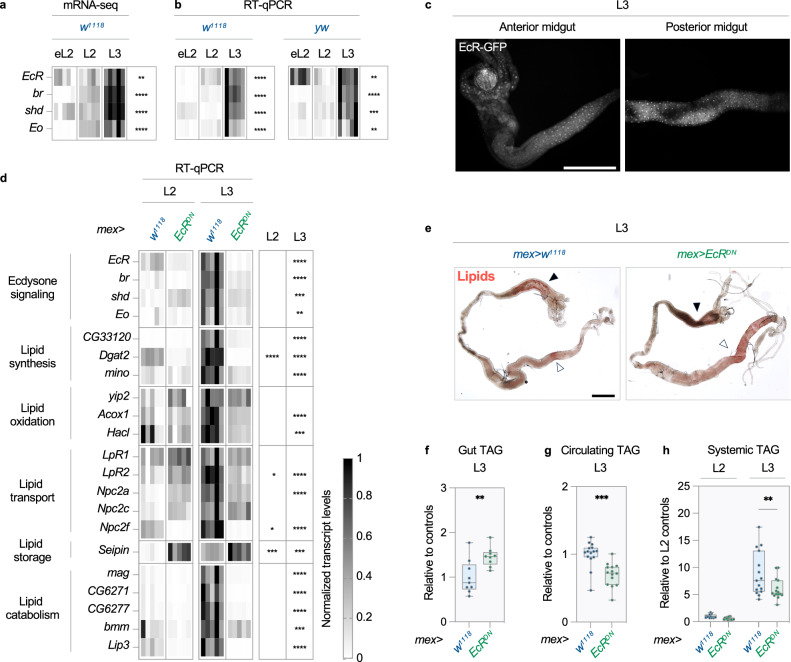
Ecdysone triggers a switch in intestinal lipid metabolism. **a**–**h** Early L2 (eL2), late L2 (L2) or early L3 (L3) larvae were analyzed. **a**, **b** Levels of transcripts involved in ecdysone signaling in *w*^*1118*^ and *yw* midguts. *n* = 5 biological replicates. **b** One experiment out of three is shown. **c** Anti-GFP antibodies were used to visualize EcR in *EcR-GFP* midguts. Representative image from two independent experiments (*n* = 20 midguts). Scale bar = 500 µm. An entire midgut is shown in (Supplementary Fig. 3a). **d**–**h** EcR^DN^ was expressed in ECs with the *mex*-*GAL4* driver (*mex* > *EcR*^*DN*^). *mex* > *w*^*1118*^ animals were used as controls. **d** Levels of transcripts involved in ecdysone signaling and lipid metabolism in midguts. *n* = 5 biological replicates. One experiment out of three is shown. **e** Oil Red O stains of neutral lipids. The anterior and posterior midgut are indicated with closed and open arrowheads, respectively. Representative image from three independent experiments (*n* = 30 midguts). Scale bar = 500 µm. Triglyceride content in **f** midguts (normalized to protein) and (**g**) hemolymph (normalized to volume). Values are presented relative to controls. **f** *n* = 9 (both genotypes) and **g** *n* = 15 (*mex* > *w*^*1118*^) and 14 (*mex* > *EcR*^*DN*^) biological replicates from three independent experiments. **h** Total triglyceride content in larvae. Values presented relative to L2 controls. *n* = 15 biological replicates per genotype and timepoint from three independent experiments. **a**, **b**, **d**, **f**–**h** Biological replicates generated from several animals/organs, see methods. **a**, **b**, **d** Heatmaps depict transcript levels and statistically significant differences between conditions. Transcript levels are represented using a greyscale after min-max normalization (see methods for details). **f**–**h** Dots represent biological replicates, boxplots extend from the 25th to 75th percentile, whiskers from minimum to maximum, median depicted as a line. **a**, **b**, **d**, **f**–**h** Asterisks indicate statistically significant differences (**a**, **b**) across timepoints ((**a**) 1-way ANOVA, **b** Kruskal-Wallis test), **d**, **h** between genotypes at a given stage (2-way ANOVA with Šidak’s multiple comparisons) or (**f**, **g**) between genotypes ((**f**) two-sided Student’s *t* test and **g** two-sided Mann-Whitney test). **f** *p* = 0.0065, **g** *p* = 0.0001, **h** *p* = 0.8592 (L2) and *p* = 0.0029 (L3). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Source data are provided as a Source Data file.

### HNF4 is necessary for intestinal metabolic remodeling

EcR may act in parallel to, or via, other TFs to exert its effects on lipid metabolism. In particular, binding motifs for HNF4 are present in the vicinity of genes whose expression is induced in L3 midguts (Supplementary Data 4). 

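*Hnf4* (FBgn0004914, chromosome 2L from 8687226 to 8709611 in BDGP6.54) encodes a nuclear receptor that regulates lipid metabolism. Its level in *w*1118 midguts was 67.3 ± 6.19 CPM in early L2, 67.9 ± 4.07 CPM in late L2 and 86.0 ± 4.14 CPM in early L3. Between late L2 and early L3 the log2 fold change was 0.34 (standard error 0.06, adjusted p = 0.000232 from limma), a 1.27-fold ratio of the means. This passes the test but not the minimum log2 fold change of 0.5, so *Hnf4* is not among the 631 transcripts counted as rising. The 5 early L3 values lay above the 5 late L2 values (exact permutation test, 2-sided, p = 0.00794). During L2 the log2 fold change of *Hnf4* was 0.02 (adjusted p = 0.887).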

HNF4 is also induced during development and detected in regions of the larval midgut that accumulate lipids, further supporting a role in the developmental induction of lipid metabolism (Fig. 5a–c and Supplementary Fig. 5a). To test this possibility, we silenced *Hnf4* in ECs using RNAi, and performed bulk mRNA-sequencing in L2 and L3 midguts (Supplementary Data 5). As previously observed, numerous genes involved in lipid metabolism are transcriptionally induced upon entry into the L3 stage in control midguts (Supplementary Data 5). 45% of these transcripts depend on HNF4 for their induction (Cluster A in [Fig. 5d and Supplementary Data 5]). We validated several of these regulatory relationships with RT-qPCR (Supplementary Fig. 5b). In parallel, *Hnf4* overexpression in otherwise wild-type ECs further increases the expression of several of these lipid-related genes in L3 midguts (Supplementary Fig. 5c). Therefore, HNF4 drives, at least in parts, intestinal metabolic remodeling during larval development. Among its metabolic roles, HNF4 promotes intestinal lipid export at the expense of storage in lipid droplets^14^. Consistent with this function, suppression of *Hnf4* leads to fat retention in the midgut and depletion of circulating lipids in the hemolymph of L3 larvae (Fig. 5e–g). As a result, these animals show reduced fat accumulation after entering the L3 stage (Fig. 5h). Altogether, these analyses show that HNF4 participates in intestinal metabolic remodeling and supports fat storage during the last larval instar.

**Fig. 5:**
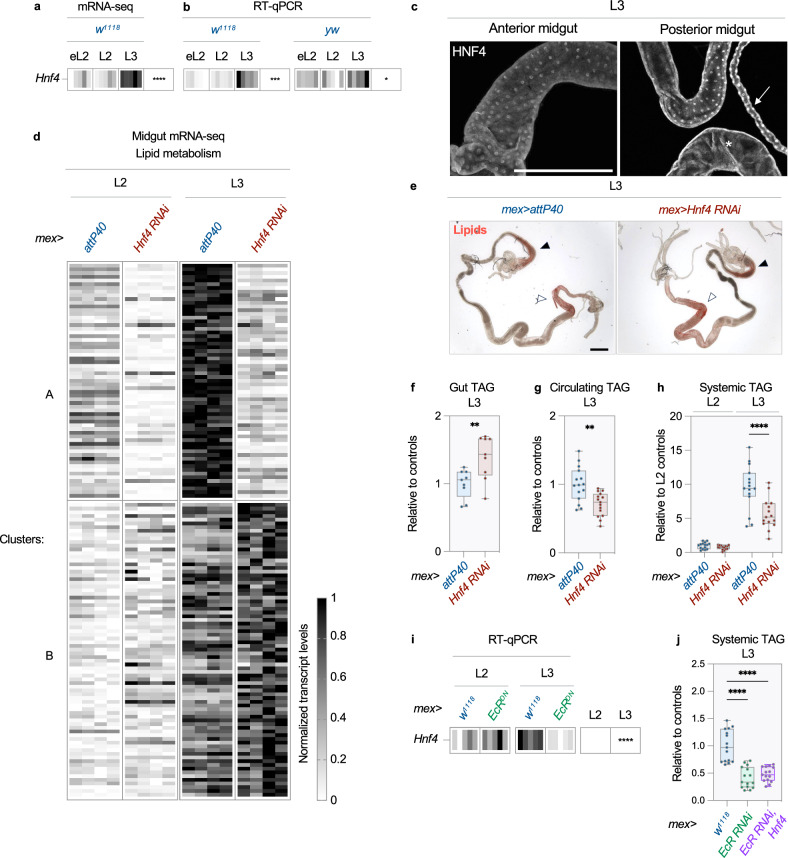
HNF4 is necessary for intestinal metabolic remodeling. **a**–**j** Early L2 (eL2), late L2 (L2) and early L3 (L3) larvae were analyzed. **a**, **b** *Hnf4* transcript levels in *w*^*1118*^ and *yw* midguts. *n* = 5 biological replicates. **c** Anti-HNF4 antibody stains in *mex* > *w*^*1118*^ midguts. Arrow: Malpighian tubules; asterisk: proximal posterior midgut. Representative images from *n* = 30 midguts. Scale bar = 500 µm. (Supplementary Fig. 5a) shows an entire midgut. **d**–**h** *Hnf4* was silenced in ECs (*mex* > *Hnf4 RNAi*). *mex* > *attP40* were used as controls. **d** Hierarchical clustering of developmentally-induced transcripts involved in lipid metabolism (see Supplementary Data 5). *n* = 4 biological replicates. **e** Oil Red O stains of lipids. Closed and open arrowheads indicate anterior and posterior midgut, respectively. Representative images from *n* = 30 midguts. Scale bar = 500 µm. Triglyceride content in **f** midguts (normalized to protein), **g** hemolymph (normalized to volume) and **h** larvae. Values plotted relative to (**f**, **g**) L3 or (**h**) L2 controls. n = 9, 15 and 15 biological replicates, respectively. **i** *Hnf4* transcript levels in *mex* > *w*^*1118*^ (controls) and *mex* > *EcR*^*DN*^ midguts. *n* = 5 biological replicates. **j** Triglyceride content in larvae with *EcR RNAi* without or with *Hnf4* overexpression in ECs (*mex* > *EcR RNAi* and *mex* > *EcR RNAi, Hnf4*). Values plotted relative to controls. *n* = 15 biological replicates. **a**, **b**, **d**, **f**–**j** The contents of replicates are described in the methods. **b**, **i** One experiment out of three is shown. **c**, **e**, **f**–**h**, **j** Data from three independent experiments. **a**, **b**, **d**, **i** Transcript levels represented after min-max normalization (see methods). **f**–**h**, **j** Dots represent replicates, boxplots extend from the 25th to 75th percentile, whiskers from minimum to maximum, median depicted as a line. **a**, **b**, **f**–**j** Asterisks indicate statistically significant differences (**a**, **b**) across timepoints ((**a**) 1-way ANOVA, **b** Kruskal-Wallis test), **f**, **g**, **j** between genotypes ((**f**, **g**) two-sided Student’s *t* test, **j** Kruskal-Wallis test with Dunn’s multiple comparisons test) and **h**, **i** between genotypes at a given stage (2-way ANOVA with Šidak’s multiple comparisons). **f** *p* = 0.0078, **g** *p* = 0.0011, **h** *p* = 0.92 (L2) and <0.0001 (L3), **j** *p* < 0.0001 in both comparisons. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Source data are provided as a Source Data file.

### EcR acts via several pathways to support fat storage in L3

Suppression of EcR and HNF4 in ECs have similar effects on intestinal and systemic lipid levels, suggesting genetic interaction between these two NRs (Figs. 4 and 5). Analysis of publicly available ChIP-seq data via the TF2TG portal indicates that EcR and its dimerization partner USP bind several times in the vicinity of the *Hnf4* locus in *Drosophila* (Supplementary Data 6)^24^. Eip74EF, Eip75B, Eip93F, Blimp-1 and crol, which are well-established transcriptional targets of EcR, also bind in the vicinity of the *Hnf4* locus (Supplementary Data 6)^24^. Therefore, EcR may regulate *Hnf4* expression in direct and indirect ways. Consistent with this hypothesis, *Hnf4* expression increases in the midgut upon entry into the L3 stage, and this induction is blocked by the inhibition of ecdysone signaling (Fig. 5i). In contrast, silencing or overexpressing *Hnf4* does not affect ecdysone signaling in L3 midguts (Supplementary Fig. 5d, e). Therefore, EcR promotes *Hnf4* expression in the L3 midgut, and HNF4 could in turn induce several pathways of lipid metabolism downstream of EcR. However, *Hnf4* overexpression does not rescue systemic fat levels in L3 larvae with inhibition of ecdysone signaling in ECs (Fig. 5j). Therefore, HNF4 is necessary in the gut for rapid fat storage in L3 larvae, but is not sufficient on its own to support this process when ecdysone signaling is inhibited in ECs. Taken together, these data support a model in which EcR acts through multiple pathways, including HNF4 signaling, to drive intestinal metabolic remodeling and rapid fat storage in L3 larvae.

### EcR and HNF4 act in ECs to accelerate growth and maturation

As lipids are essential building blocks, the developmental induction of intestinal lipid metabolism could also support systemic growth. Consistent with this hypothesis, inhibiting EcR or HNF4 in ECs reduces body growth specifically after animals enter the L3 stage (Fig. 6a, b and Supplementary Fig. 6a). These effects could be explained by the leanness of these animals (Figs. 4h, 5h and Supplementary Fig. 4b). However, animals with inhibition of EcR or HNF4 in ECs accumulate less protein than controls after entering the L3 stage, demonstrating a general defect in body growth (Fig. 6c, d and Supplementary Fig. 6b). *Hnf4* overexpression with simultaneous inhibition of ecdysone signaling does not rescue total protein levels in L3 larvae (Supplementary Fig. 6c). Therefore, and as previously observed for fat stores, HNF4 is necessary in ECs for faster growth, but is not sufficient to support this process when ecdysone signaling is inhibited. In *Drosophila*, metamorphosis is triggered when larvae attain a target size^25^. Consistent with reduced growth rates upon EcR and HNF4 inhibition in ECs, metamorphosis is significantly delayed under these genetic conditions (Fig. 6e, f and Supplementary Fig. 6d). In conclusion, EcR and HNF4 remodel intestinal function in L3 larvae to accelerate growth and maturation.

**Fig. 6:**
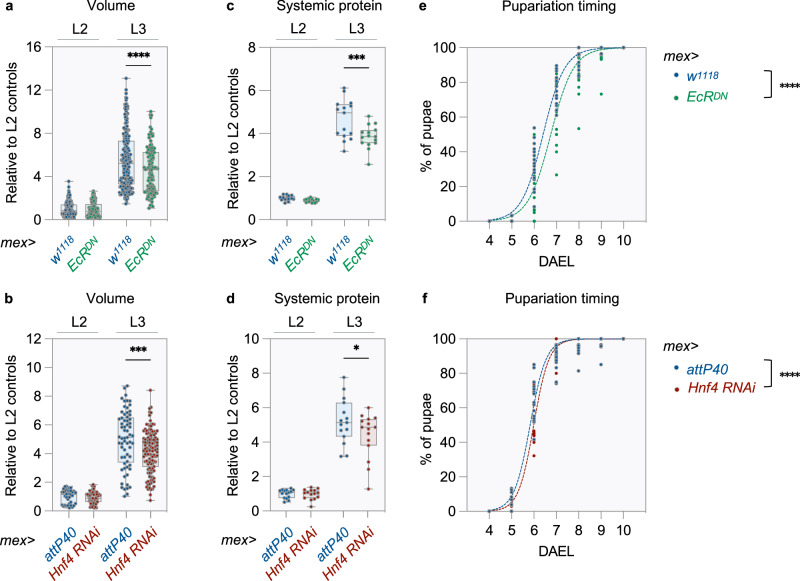
EcR and HNF4 act in ECs to accelerate growth and maturation. **a**–**f** Ecdysone signaling or HNF4 were suppressed in ECs by expressing either (**a**, **c**, **e**) *UAS-EcR*^*DN*^ or (**b**, **d**, **f**) *UAS-Hnf4 RNAi* with the *mex*-*GAL4* driver (*mex* > *EcR*^*DN*^ and *mex* > *Hnf4 RNAi*_,_ respectively). Controls are the progenies of (**a**, **c**, **e**) *mex*-*GAL4* and *w*^*1118*^ parents (*mex* > *w*^*1118*^) or (**b**, **d**, **f**) *mex*-*GAL4* and *attP40* parents (*mex* > *attP40*). **a**, **b** Body volume in L2 and L3 larvae. Data from three independent experiments. **a** *mex *> *w*^*1118*^: *n* = 217 (L2) and 215 (L3), mex >* EcR*^*DN*^: *n* = 173 (L2) and 126 (L3). **b** *mex *> *attP40*: *n* = 35 (L2) and 65 (L3), *mex* > *Hnf4 RNAi*: *n* = 58 (L2) and 118 (L3). **c**, **d** Protein content in L2 and L3 larvae. *n* = 15 biological replicates, each containing several animals, from three independent experiments (see methods for details about the contents of the biological replicates used in these assays). **e**, **f** Pupariation was scored between D4-10AEL, and is presented as a percentage of the total number of pupae. The sigmoid curve represents the non-linear least square regression fit of the data. Median time to pupariation extrapolated from the non-linear fit analysis: (**e**) *mex* > *w*^*1118*^ = 6.40 days and *mex* > *EcR*^*DN*^ = 6.74 days, **f** *mex* > *attP40* = 5.83 days and *mex* > *Hnf4 RNAi* = 5.99 days. **e** *n* = 16 (*mex* > *w*^*1118*^) and 17 (*mex* > *EcR*^*DN*^) biological replicates from three independent experiments and (**f**) *n* = 15 biological replicates for both genotypes from two independent experiments (one vial seeded with 40 embryos considered one biological replicate). **a**–**f** Dots represent individual biological replicates. **a**–**d** Boxplots extend from the 25th to 75th percentile, whiskers extend from minimum to maximum, median is depicted as a line. Values plotted relative to L2 controls. **a**–**f** Asterisks indicate statistically significant difference between (**a**–**d**) genotypes at a given developmental stage (2-way ANOVA with Šidak’s multiple comparisons) or (**e**, **f**) between genotypes (two-sided extra sum-of-squares *F* test). **a** *p* = 0.9658 (L2) and *p* < 0.0001 (L3), **b** *p* = 0.9781 (L2) and *p* = 0.0003 (L3), (**c**) *p* = 0.8235 (L2) and *p* = 0.0002 (L3), **d** *p* = 0.9973 (L2) and *p* = 0.0441 (L3), and **e**, **f** *p* < 0.0001 for both comparisons. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Source data are provided as a Source Data file.

### Juvenile remodeling of gut metabolism supports adult fitness

Developmental remodeling of gut function is not only acute, but also transient: intestinal function shuts down as soon as animals enter metamorphosis (Fig. 7a)^8,22^. We sought to determine if, despite its transient nature, this metabolic switch has consequences later in life. To test this possibility, we genetically impaired larval gut remodeling and scored fitness traits in newly eclosed adults. We focused on animals with *Hnf4* silencing in ECs, because inhibition of ecdysone signaling induces lethality during metamorphosis. Adult males with chronic *Hnf4* silencing eclose with 5-13% reductions in systemic protein levels, dry weight and wing area (Fig. 7b–d and Supplementary Fig. 7a). Therefore, their developmental delay does not fully compensate for their reduced growth rate, resulting in the emergence of smaller adults (Figs. 6f and 7b–d). Animals with chronic *Hnf4* silencing in ECs are also severely lipodystrophic, eclosing with a 47% reduction in body fat (Fig. 7e). Fat stores acquired during the juvenile phase play a limited energetic role in the young adult (Supplementary Fig. 7b)^10^. They are instead used for biosynthetic purposes^10,26,27^. Stored lipids, in particular, are converted into hydrophobic hydrocarbons in the hours following metamorphosis to waterproof the cuticle and protect against desiccation^10^. Consistent with this model, animals with *Hnf4* silencing in ECs eclose without any defect in fluid homeostasis, but are highly sensitive to desiccation thereafter (Supplementary Fig. 7c and Fig. 7f). Thus, metabolic remodeling in the larval gut affects the survival of the young adult in hostile environments. Larval fat also supports oogenesis in newly eclosed females^26,28^. Consequently, the size of ovaries increases rapidly after eclosion in control females, even in the absence of food (Fig. 7g, h). At eclosion, females with chronic *Hnf4* silencing in ECs have ovaries that are 14% smaller than those of controls (Fig. 7g, h). However, this difference increases to 30% the following day in fasted conditions, which is consistent with the reduced fat stores observed in this genotype at eclosion (Fig. 7e, g, h). Finally, these females lay fewer (but equally-fertile) eggs within the first days of adulthood under fed conditions (Fig. 7i and Supplementary Fig. 7d, e). Thus, transient remodeling of gut metabolism in the juvenile phase provides young adults with the metabolic stores necessary to adapt to their new lifestyle and to reproduce rapidly. More broadly, these studies shed light on how transient metabolic shifts in specific organs optimize life history strategies.

**Fig. 7:**
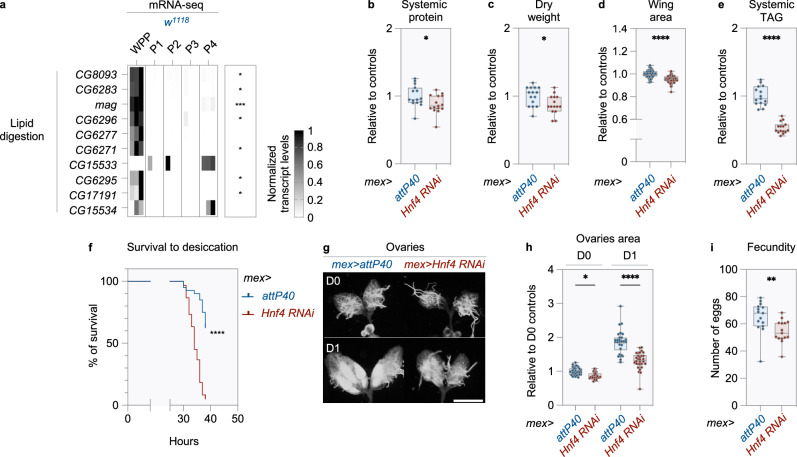
Juvenile remodeling of gut metabolism supports adult fitness. **a** Levels of transcripts encoding digestive lipases in *w*^*1118*^ animals, from public mRNA-seq data^8^. WPP: white prepupae, P1-P4: first four days of the pupal stage. *n* = 3 biological replicates. Heatmaps depicts transcript levels and statistically significant differences across stages. Transcript levels are represented using a greyscale after min-max normalization, see methods for details. **b**–**i** *Hnf4* was silenced in ECs by expressing *UAS-Hnf4 RNAi* with the *mex*-*GAL4* driver (*mex*>*Hnf4 RNAi*). *mex*>*attP40* animals were used as controls. **b** Protein, **c** dry weight, **d** wing area and **e** total triglyceride were scored in newly eclosed adult males. **b**–**e** Values are plotted relative to controls. Data from three independent experiments. **b**, **c**, **e** *n* = 15 biological replicates, each containing several specimens (see methods for details), **d** *n* = 60 wings. **f** Survival to desiccation in newly eclosed males. Survival was monitored for 38 hours. Median lifespan: *mex*>*attP40*: >38 h and *mex*>*Hnf4 RNAi*: 34 hours. *mex*>*attP40*: *n* = 40 and *mex*>*Hnf4 RNAi*: *n* = 60 animals. One representative experiment out of three is shown. **g**, **h** Ovaries from newly eclosed females and one-day-old females subjected to mating and wet starvation. **g** representative images, scale bar = 500 µm. **h** quantification of the two-dimensional area of ovaries from images. **g**, **h** *n* = 30 specimens from three independent experiments. **i** Fecundity over the first five days of adult life under fed conditions. *n* = 15 biological replicates from three independent experiments. Eggs laid by a group of five females are considered one biological replicate. **b**–**e**, **h**, **i** Dots represent biological replicates or individual organs, boxplots extend from the 25th to 75th percentile, whiskers from minimum to maximum, median depicted as a line. **a**–**f**, **h**, **i** Asterisks indicate a statistically significant difference: (**a**) across timepoints (Kruskal-Wallis test), (**b**–**f**, **i** between genotypes ((**b**–**e**) two-sided Student’s *t* test, **f** two-sided Mantel-Cox test and (**i**) two-sided Mann-Whitney test), or (**h**) between genotypes at a given stage (2-way ANOVA with Šidak’s multiple comparisons). **b** *p* = 0.0321, **c** *p* = 0.0201, **d**–**f** *p* < 0.0001, (**h**) *p* = 0.0411 (D0) and *p* < 0.0001 (D1), **i** *p* = 0.0023. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Source data are provided as a Source Data file.

## Discussion

Dietary amino acids are well-established regulators of growth and maturation in *Drosophila*^20,29–33^. In contrast, other nutrients, including lipids, have received far less attention. *Drosophila* are auxotrophs for sterols, which are essential for cellular membranes and hormone synthesis, and these insects cannot synthesize several polyunsaturated fatty acids^19,20,34^. Gut metabolic remodeling, with increased lipid digestion and export, could accelerate systemic growth by supplying peripheral tissues with these essential nutrients^19^. It may also support systemic anabolism in a less direct manner. For instance, this metabolic switch could directly enhance the function of ECs: elevated intracellular lipolysis and beta-oxidation could fulfill the energetic demands of increased nutrient metabolism and export, while remodeling of membrane lipids could promote nutrient trafficking. This metabolic switch could also promote growth by altering the function of peripheral organs. Adipose tissue secretes adipokines that regulate the secretory function of insulin-producing cells, thereby affecting growth^30–32,35–37^. As gut metabolic remodeling supports rapid fat storage during the L3 stage, it is likely to increase the size, and therefore the endocrine capacity, of the fat body during this period (Figs. 4h, 5h and Supplementary Fig. 4b). In parallel, inhibiting gut metabolic remodeling reduces, but does not halt, the acceleration of growth after the L2 stage (Fig. 6a–d and Supplementary Fig. 6b). This suggests the existence of additional physiological adaptations supporting this growth spurt. However, disturbing gut metabolic remodeling has long-term consequences, resulting in smaller adults with reduced fitness (Fig. 7b–i). Finally, these effects were observed using a nutrient-rich diet. Gut metabolic remodeling may have a more pronounced impact on growth and fitness in suboptimal nutritional conditions, such as those encountered in the wild.

Systemic fat stores and growth are not restored when *Hnf4* is overexpressed in animals with inhibition of ecdysone signaling (Fig. 5j and Supplementary Fig. 6c). This could be explained by HNF4 controlling part of enterocyte metabolic remodeling downstream of EcR. Accordingly, several transcripts involved in lipid metabolism require EcR, but not HNF4, for induction at the L3 stage (Fig. 4d and Supplementary Fig. 5b). This is the case for *mag*, *CG6271* and *CG6277*, which encode digestive lipases (Fig. 4d and Supplementary Fig. 5b). Therefore, *Hnf4* overexpression may not rescue the digestive defects resulting from the inhibition of ecdysone signaling, and thus the absorption of dietary fats. This would explain why *Hnf4* overexpression cannot restore adiposity when ecdysone signaling is inhibited in ECs (Fig. 5j). Conversely, HNF4 is necessary for lipid export from the intestine^14^, explaining why its silencing induces intestinal steatosis and reduces adiposity, recapitulating hallmarks of EcR inhibition (Figs. 4e–h and 5e–h). Taken together, these observations support a model in which EcR acts through several pathways, including HNF4 signaling, to induce intestinal metabolic remodeling. This metabolic switch is required in its entirety to support the buildup of fat stores and growth acceleration.

Ecdysone is released in repeated pulses during larval development, but it triggers gut metabolic remodeling only in the last larval instar (Figs. 2a and 4d)^7^. Therefore, additional factors may act alongside this hormone to control this metabolic transition. In most insects, juvenile hormone (JH) inhibits the metamorphic effect of ecdysone in the early larval stages^38^. JH levels drop rapidly during the last larval stage, allowing metamorphosis to proceed^39,40^. Our data suggest that a similar mechanism gatekeeps gut metabolic remodeling. The induction of intestinal lipid metabolism in L3 coincides with increased expression of *broad*, a member of the metamorphic gene network, suggesting inhibition of JH signaling (Fig. 4a, b, d). Similarly, we observed a sharp decrease in transcripts related to ribosomal biogenesis, a process promoted by JH^41^ (Fig. 2a, b). 

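Of 9 genes of the juvenile hormone response and metabolism, a list fixed before the data were examined, 2 rose, 2 fell and 5 did not pass the test between late L2 and early L3, with the same counts when adjusted over the list alone. The camera test ranked the list as higher (adjusted p = 0.032), and the adjusted p was 0.256 with an estimated correlation; after quantile normalization it was 0.0588, and without late L2 replicate 4 and early L3 replicate 1 it was 0.0611. *JhI-26*, a juvenile hormone-inducible gene, rose from 183 ± 20.3 to 360.5 ± 35.7 CPM (log2 fold change 0.98, adjusted p = 3.46e-07 from limma). *Jheh2*, an epoxide hydrolase that degrades the hormone, rose from 87.3 ± 4.86 to 139.6 ± 19.8 CPM. The amino acid transporters *mnd* and *JhI-21* fell from 15.6 ± 3.75 to 5.48 ± 1.38 CPM and from 12.6 ± 1.64 to 7.58 ± 1.48 CPM, although *JhI-21* did not pass after quantile normalization (-0.42). *Kr-h1*, a zinc finger target of the hormone that represses metamorphosis, went from 27.0 ± 3.77 CPM in early L2 to 17.1 ± 2.28 CPM in late L2, which passed the test, and was at 21.3 ± 3.05 CPM in early L3. Its log2 fold change into early L3 was 0.31 (adjusted p = 0.0341), under the minimum, and it passed after quantile normalization (0.55). *Met*, which encodes a receptor of the hormone, had a log2 fold change of 0.37 into early L3 (adjusted p = 0.000729), under the minimum, and passed after median-ratio scaling (0.52) or quantile normalization (0.63), with edgeR (0.52) and with DESeq2 (0.53). During L2, 1 of the 9 genes rose and 2 fell, also when adjusted over the list alone (camera adjusted p = 0.174).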

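Ribosomal protein transcripts were measured beside the biogenesis factors. Of 82 cytosolic ribosomal proteins, a list fixed before the data were examined, 32 fell between late L2 and early L3, 0 rose and 50 did not pass both criteria, with the same counts when adjusted over the list alone. The camera adjusted p was 9.97e-28, and the adjusted p was 0.412 with an estimated correlation. *RpL24* fell from 913 ± 54.7 to 612 ± 33.9 CPM (log2 fold change -0.57, adjusted p = 3.37e-07 from limma) and *RpL34a* from 222 ± 14.4 to 146 ± 8.51 CPM, and neither passed after median-ratio scaling (-0.43 and -0.46), with edgeR or with DESeq2. Together these 82 genes took 10.9% ± 0.155 of the reads in early L2, 10.1% ± 0.647 in late L2 and 7.21% ± 0.432 in early L3. Their log2 fold changes lie close to the minimum of 0.5, so the count depends on the libraries and the scaling. The count was 18 without late L2 replicate 2 or early L3 replicate 2, 49 without early L3 replicate 3 and 56 without late L2 replicate 4. Leaving out late L2 replicate 4 and early L3 replicate 1 together gave 59, and median-ratio scaling gave 3. During L2, 1 of the 82 fell, *RpS5b*, from 3.28 ± 1.12 to 1.06 ± 0.285 CPM, and 0 rose. In that interval the list was lower with a median log2 fold change of -0.11 (camera adjusted p = 4.62e-05, and adjusted p = 0.714 with an estimated correlation).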

An epistatic relationship between JH, EcR, HNF4 and lipid metabolism has also been documented in adult mosquitoes^15^. Therefore, JH is likely to act alongside ecdysone to control the timing of gut metabolic remodeling. Finally, environmental factors, including nutrients and commensal bacteria, can also affect hormonal signaling and gut metabolism^33,42,43^. These additional inputs may refine the timing, duration, and magnitude of gut metabolic remodeling, thereby influencing its overall impact on growth and fitness.

Although nutrient absorption plays a fundamental role in growth, it is only fully activated midway through the juvenile phase (Fig. 3b, d and Supplementary Fig. 2c, d). This paradox suggests a trade-off between maximal intestinal function and juvenile health. In the wild, larvae feed on decaying plant matter and ingest a wide variety of microbes^22^. Nutrient release by digestive enzymes fuels not only the host, but also commensal bacteria, and could facilitate dysbiosis or the establishment of pathogens^44^. Accordingly, gut metabolic remodeling coincides with a 100-fold increase in intestinal bacterial density and immune activation between the L2 and L3 stages^33,45,46^. Adding to this risk, digestive enzymes can leak into the circulation, leading to multi-organ failure by degrading membrane receptors, plasma proteins and signaling lipids^47–49^. Meanwhile, the midguts of L1 and L2 larvae have limited regenerative capability, as this process relies on a pool of progenitors that expands during the third larval instar^50^. Therefore, digestion may only be fully activated once the juvenile gut has acquired sufficient regenerative capability to withstand potential negative side effects.

Consistent with the role of ecdysone in inhibiting Myc, a master regulator of ribosomal biogenesis^51^, this process is suppressed in L3 midguts (Fig. 2a, b). 

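*Myc* (FBgn0262656, chromosome X from 3373159 to 3391697 in BDGP6.54) went from 163 ± 22.3 CPM in early L2 and 154 ± 12.3 CPM in late L2 to 50.7 ± 17.0 CPM in early L3, a log2 fold change of -1.65 into early L3 (standard error 0.17, adjusted p = 1.49e-06 from limma). *Mnt*, which encodes a repressor that competes with Myc for Max, rose from 23.9 ± 1.74 to 43.5 ± 4.10 CPM (log2 fold change 0.85, adjusted p = 3.37e-07). *InR*, the insulin receptor gene, fell from 21.3 ± 3.69 to 12.9 ± 3.49 CPM and did not pass after quantile normalization (-0.46). These belong to a list of 15 genes of insulin and TOR signaling and Myc, of which 1 rose, 2 fell and 12 did not pass the test, also when adjusted over the list alone (camera adjusted p = 0.821). Of 17 subunits and factors of RNA polymerases I and III, which transcribe ribosomal and transfer RNA, 15 fell and 0 rose in that interval, also when adjusted over the list alone. The camera adjusted p was 6.41e-10, and the adjusted p was 0.376 with an estimated correlation. *Polr1B* fell from 42.2 ± 7.02 to 10.9 ± 2.50 CPM, *Polr1A* from 98.2 ± 18.6 to 31.7 ± 7.62 CPM and *Polr3G* from 10.2 ± 1.24 to 5.69 ± 0.752 CPM. *Maf1*, a repressor of polymerase III, had a log2 fold change of 0.04 and did not pass the test. Between early and late L2, *Myc* had a log2 fold change of -0.08 (adjusted p = 0.794), and 1 of the 15 genes rose and 3 fell, also when adjusted over the list alone (camera adjusted p = 0.0104, and adjusted p = 0.384 with an estimated correlation).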

Although ribosomes are essential for growth^52^, the midgut still grows between the L2 and L3 stages (Supplementary Fig. 3b, c, e, f). This could be explained by the long half-life of these ribonucleoprotein particles, which can exceed several days^53^. Ribosomes may be actively produced during the L1 and L2 stages to meet the needs of ECs during the final larval stage, which lasts approximately 48 h (Fig. 1a, b). The suppression of ribosome biogenesis would then allow resources to be reallocated to EC-specific functions, such as nutrient metabolism and export, ultimately supporting systemic growth. Mammalian intestinal epithelial cells also display a reduction in MYC targets when they differentiate along the crypt-villus axis^54^, further supporting the existence of a trade-off between ribosome biogenesis and specialized cell functions. The genetic tractability of *Drosophila* would be a valuable asset to validate the existence of this trade-off, and how it affects systemic metabolism, growth and fitness.

From a broader perspective, this juvenile switch in intestinal metabolism exemplifies the remarkable plasticity of the gut during key life events, such as weaning or pregnancy^55–59^. From a metabolic point of view, the L3 midgut resembles the neonatal mammalian intestine, which is specialized for lipid-rich nutrition - milk providing up to 60% of calories in the form of fat^56–59^. In mammals, the transcriptional repressor Blimp1/PRDM1 maintains this neonatal state by suppressing the adult metabolic program^56–58^. Blimp-1 is regulated by ecdysone signaling in *Drosophila*^60^ and has many putative binding sites in proximity to genes downregulated in L3 midguts (Supplementary Data 4). Therefore, it may act alongside HNF4 to reconfigure intestinal metabolism during development. Similarly, the mammalian ortholog of EcR, Liver X Receptor, controls intestinal lipid metabolism and transport^61^. Finally, the changes in lipid metabolism and ribosomal function observed after entry into the L3 stage mirror EC maturation from crypts to villi in mammals, a process driven by HNF4A/G (Fig. 2a, b)^54,62^. Therefore, the evolutionary conservation of these pathways positions *Drosophila* as a powerful model for understanding organ plasticity during development, and for linking early-life metabolic states to longer-term physiological outcomes (Fig. 7b–i). More broadly, by uncovering a transient gut metabolic program that shapes juvenile growth, maturation and adult fitness, this study provides a foundation for understanding how early metabolic states can predispose to lifelong physiological health or disease.

## Methods

### *Drosophila* strains and handling

A detailed list of the strains used in these studies is provided in (Supplementary Table 1). Stocks were routinely maintained at room temperature on a standard diet (SD, see recipe below). For crosses and experiments, animals were kept at 25 °C with a 12-hour light/dark cycle (light cycle: 7a.m.–7p.m.) on a yeast-only diet (YOD, see recipe below). We used a yeast diet with no added sugars, as these nutrients suppress digestive activities^42,43^. See the section “Synchronous egg-laying” below for more details on genetic crosses. For transgene expression in ECs, we used the *mex-GAL4* driver line. For experiments involving conditional and ubiquitous transgene expression, we used the thermosensitive *tub-GAL4, tub-GAL80*^*ts*^ driver line. In this case, crosses were made at 22 °C and progenies transferred at 29 °C from 48 hours after egg laying to induce transgene expression.

### *Drosophila* strains were fed the following diets

SD: 160 g of agar were added in 20 L of boiling water. After complete dissolution, 360 g of active dried yeast, 1.6 kg of corn flour and 200 g of soy flour were mixed and incorporated into the solution. 1.2 L of malt extract was mixed with 330 mL of beet syrup, added to the solution and the mixture was cooked for 1 hour at 86 °C. After 1 hour, 4 L of water were added and the mixture was let to cool down to 60–63 °C. Finally, 130 mL of nipagin (15% w/v, dissolved in ethanol) and 130 mL of propionic acid were added before the food is poured into vials and bottles.

YOD: 80 g active dry yeast (Bäckerei Spiegelhauer, Cat#1278) and 10 g agar (Fisher Scientific, Cat#BP1423-2) were mixed with 1 L water and boiled on a magnetic hotplate stirrer for 10 min. After cooling below 60 °C, 4 mL of 99.5% propionic acid (Sigma-Aldrich, Cat#81910-1 L) and 5.2 g of methyl 4-hydroxybenzoate sodium salt (VWR, Cat#235145000) were added as preservatives. The diet was then manually poured into vials or bottles.

YOD with blue dye: same recipe as above, 8 g of Brilliant Blue FCF (Carl Roth, Cat#2981.3) was added to 1 L of YOD at the same time as preservatives.

### Synchronous egg-laying

Synchronous egg-laying was performed for all experiments involving larvae or pupae. For this, 100 virgin females and 50 males aged 3–14 days were crossed in cages made out of polypropylene bottles (Kisker Biotech, Cat#789022B) with 60 mm Petri dishes (VWR, Cat#734-2794) filled with YOD at their bottom. After a 24-h acclimatation period, the spent Petri dishes were replaced with fresh ones for overnight egg-laying (5 p.m.–8a.m.). The following morning, batches of 40 embryos were collected using a scalpel and transferred to 28.5 × 95 mm polystyrene vials (Kisker Biotech, Cat#789009) containing YOD and closed with a cellulose acetate stopper (Kisker Biotech, Cat#789035). Animals were incubated at the temperatures described above until collection.

### Larval staging and sizing

Larvae were staged according to the morphology of their anterior spiracles^63^. One vial seeded with 40 embryos was considered as one biological replicate. For sizing, animals were collected in PBS and quickly incubated on a hot plate until they ceased to move. Larvae were then quickly rinsed in distilled water, transferred to a glass slide and imaged by bright-field microscopy using a SZX16 stereomicroscope (Olympus) with a DP72 digital microscopy camera (Olympus) and a U-TV0.63XC Camera Adapter (Olympus). Images were acquired with the cellSens Standard Software (Olympus, v1.11). Length was measured from the anterior limit of the mouth hooks to the posterior part of the spiracles and width was measured at the midpoint of the body using Fiji (v.1.54p, RRID:SCR_002285). Body volume (*V*) was calculated using the formula for an ellipsoid ($${{{\rm{V}}}}=\frac{4\pi }{3}*\frac{{length}}{2}*{(\frac{{width}}{2})}^{2}$$), as previously described^17^.

### Imaging after blue dye feeding

Larvae were fed YOD with blue dye and collected and staged as described above. Instead of heat treatment, they were briefly put on ice for immobilization. Larvae were then quickly transferred to a glass slide and imaged using bright-field microscopy with a SZX16 stereomicroscope (Olympus) equipped with a DP72 digital microscopy camera (Olympus) and a U-TV0.63XC Camera Adapter (Olympus). Images were acquired with the cellSens Standard Software (Olympus, v1.11). Two independent experiments were performed, each with *n* = 30 larvae originating from vials seeded with 40 embryos.

### Pupariation timing

Crosses were performed as described above and pupae counted daily from day 4 until day 10 after egg laying. One vial seeded with 40 embryos was considered as one biological replicate. The pupariation percentage was calculated by dividing the cumulative number of pupae by the total number of pupae in a given vial at D10AEL. Logistic regression, with the bottom and top values constrained to 0 and 100 respectively, was performed to determine the median time to pupariation for each genotype.

### Adult collection

For experiments involving newly eclosed adults, 50 virgin females and 25 males aged 3–14 days were crossed in polypropylene bottles (Kisker Biotech, Cat#789022B) containing YOD and closed with a cellulose acetate stopper (Kisker Biotech, Cat#789034). Parents were transferred to fresh bottles containing YOD every two to three days, and the bottles containing their progenies were kept at 25 °C. Bottles were then examined daily to collect newly eclosed adults. Newly eclosed adults were anesthetized using CO_2_ and identified by the presence of meconium in their abdomens. They were handled according to the methods described below.

### Body weight and water content

Newly eclosed males were grouped into sets of five to make up one biological replicate. These were placed in 1.5 mL pre-weighed microcentrifuge tubes (TH. Geyer, Cat#7696753) and kept at −20 °C until further processing. One empty tube per set allowed to score tube weight variation. Once all the samples had been collected, the tubes were placed at 22 °C for one hour to allow them to reach equilibrium temperature, after which they were weighed on a precision scale (Avantor, Cat#611-4797) to determine sample wet weight (WW). Carcasses were then dried by placing open tubes at 37 °C for 48 hours. Tubes were then transferred at 22 °C for one hour before being closed and weighed again to determine sample dry weight (DW). Water percentage (WP) was calculated for each sample using the following formula: WP = 100*(WW-DW)/WW.

### Wing size

Twenty newly eclosed animals were anesthetized using CO_2_. Their left wings were dissected and transferred to a glass dish containing 70% ethanol. Wings were then transferred onto a glass slide using a P1000 micropipette with a cut tip. Most of the liquid was removed, and wings repositioned using fine forceps. A 1:1 mixture of glycerol and ethanol was added, and then a coverslip placed on top. Wings were imaged by bright-field microscopy using a SZX16 stereomicroscope (Olympus) with a DP72 digital microscopy camera (Olympus) and a U-TV0.63XC Camera Adapter (Olympus). Images were acquired with the cellSens Standard Software (Olympus, v1.11). Wing area was measured using Fiji (v.1.54p, RRID:SCR_002285), following the landmarks shown in (Supplementary Fig. 7a).

### Resistance to desiccation

Newly eclosed adult males were collected at 9 a.m. and transferred to 28.5 × 95 mm empty polystyrene vials (Kisker Biotech, Cat#789009) closed with a cellulose acetate stopper (Kisker Biotech, Cat#789035) at a density of 10 animals per vial and put at 25 °C. Lethality was scored at 0, 4, 8, 24, and 28 h, then hourly from 30 to 38 h. Data from animals collected in the same week and scored at the same timepoints were pooled as one independent experiment.

### Resistance to starvation

Newly eclosed adult males were collected and transferred to 28.5×95 mm polystyrene vials (Kisker Biotech, Cat#789009) containing a cellulose acetate stopper (Kisker Biotech, Cat#789035) saturated with tap water, and at a density of 10 animals per vial. The vials were sealed with a second cellulose acetate stopper and kept at 25 °C. Animals were transferred to a new starvation vial twice a week. Lethality was scored daily until all the animals were dead. Data from animals collected in the same week and scored at the same timepoints were pooled as one independent experiment.

### Ovary size

Ten newly eclosed females were collected in the morning and transferred to 28.5×95 mm polystyrene vials (Kisker Biotech, Cat#789009). The vials were left empty and frozen directly at −20 °C for D0 measurements. For D1 measurements, females were transferred to starvation vials (see section above) with five *w*^*1118*^ males to allow mating. After 24 h, vials were frozen and stored upside down at –20 °C until dissection. Animals were then thawed in PBS, their ovaries dissected, transferred to a glass slide, and imaged using bright-field microscopy with a SZX16 stereomicroscope (Olympus) equipped with a DP72 digital microscopy camera (Olympus) and a U-TV0.63XC Camera Adapter (Olympus). Images were acquired with the cellSens Standard Software (Olympus, v1.11). The two-dimensional area of the two ovaries, the lateral oviducts and the junction with the common oviduct was measured using Fiji (v.1.54p, RRID:SCR_002285). For illustration, an independent set of ovaries was imaged immersed in PBS in a dissecting dish to improve visualization of the structure. A representative pair of ovaries were selected for the (Fig. 7g).

### Fecundity and fertility

Five newly eclosed females were collected in the morning and transferred to 28.5 × 95 mm polystyrene vials (Kisker Biotech, Cat#789009) containing YOD along with three *w*^*1118*^ males. The vials were closed with a cellulose acetate stopper (Kisker Biotech, Cat#789035). The next day, adults were transferred to new vials without CO_2_. This procedure was repeated daily from day 2 until day 6 after eclosion. Dead males were replaced throughout the experiment to maintain the male-to-female ratio in each vial. Fecundity was assessed by counting the number of eggs and dividing it by the number of live females in each vial daily. Fertility was assessed by recording the proportion of hatched eggs 48 h after egg laying. The survival of progenies was calculated by dividing the number of pupae at 10DAEL by the number of eggs that successfully hatched in a given vial. For all fecundity and fertility-related experiments, one vial was considered a biological replicate.

### Sample processing for metabolite quantification

Whole animals or tissues were collected in 1.5 mL Safe-Lock microcentrifuge tubes (Eppendorf, Cat#0030123611) and snap-frozen in liquid nitrogen. Samples were then stored at −80 °C until further analysis. For metabolite quantification in whole larvae, thirty L1, fifteen early L2, five L2, three L3 and two late L3 larvae were collected at D1, D2, D3, D4, and D5, respectively, to make up one biological replicate. They were staged, rinsed in PBS, dried on a Kim wipe, and snap-frozen. For quantifications in adults, five newly eclosed males were beheaded and pooled to make up one biological replicate, before being snap-frozen. For midgut analysis, thirty L2 or five L3 midguts without hindgut and Malpighian tubules were collected at D3 or D4, respectively, rinsed and snap-frozen, making up one biological replicate. For hemolymph analysis, forty L2 or ten L3 larvae were collected at D3 or D4, respectively, rinsed in PBS, and dried on a Kim wipe. They were then deposited on a glass slide on a 90 mm Petri dish (VWR, Cat#391-0556 P) containing ice wrapped in Parafilm (Heathrow Scientific, PM999). These larvae were then bled by tearing their cuticle open. 2 µL of hemolymph were collected using a micropipette to make up one biological replicate. Hemolymph samples were collected and snap frozen within 2 min. On the day of the metabolite assays, samples were kept on dry ice until being processed. Samples containing whole animals and tissues were homogenized individually using a motor and pestle (DWK Life Sciences, Cat#K749540-0000) in ice-cold PBS (120 µL for whole larvae and adults, 80 µL for midguts) for 15 s. Hemolymph was directly diluted in 48 µL ice-cold PBS. 10 µL were collected for protein quantification for all samples except for hemolymph. Each sample was then directly heat-treated in a water bath for 10 min at 70 °C to inactivate endogenous enzymes and prevent metabolite degradation.

### Protein quantification

Protein levels were determined using Protein Assay Dye Reagent (Bio-Rad, Cat#5000006, diluted 1:4 in MilliQ water (v/v)). The following dilutions in PBS (v/v) were used for whole-animal and tissue homogenates: 1/4 for D1 and D2 larvae; 1/8 for D3 larvae; 1/10 for D4 and D5 larvae and adults; 1/5 for D3 and D4 midguts; 1/7 for enzymatic activity in D3 midguts; 1/6.25 for enzymatic activity in D4 midguts. 10 µL of diluted homogenates were transferred to a 96-well plate (Avantor, Cat#43001-0119) and incubated with 200 µL of diluted Protein Assay Dye Reagent. The plate was covered with Parafilm (Heathrow Scientific, Cat#PM999) and incubated for 5 min at 37 °C before absorbance was read at 595 nm using a Multiscan SkyHigh microplate spectrophotometer and the SkanIt software (v5.0, Thermo Fisher Scientific). Protein concentration in homogenates was determined using a standard curve generated with diluted BSA samples (VWR, Cat#1.12018.0025, diluted in PBS) that had been treated with Bio-Rad Protein Assay Dye.

### Triglyceride quantification

To determine triglyceride concentration, 20 μL of heat-treated homogenates was incubated with either 20 μL of PBS (“untreated samples”) or 20 μL of triglyceride reagent (Sigma Aldrich, Cat#T2449-10ML). Pure lysates were used for all reactions, except for D4 and D5 larvae samples, for which lysates were diluted 1/8 and 1/10 (v/v) in PBS, respectively, for total glycerol determination. Samples were then incubated for 1 h at 37 °C, after which they were centrifuged at maximum speed for 3 min at 4 °C. Then, 30 μL of the supernatant was incubated with 100 μL of free glycerol reagent (Sigma Aldrich, Cat#F6428-40ML) for 5 min at 37 °C in a 96-well plate (Avantor, Cat#43001-0119) covered with Parafilm (Heathrow Scientific, Cat#PM999) to determine the free glycerol concentration. Absorbance was then read at 540 nm using a Multiscan SkyHigh microplate spectrophotometer and the SkanIt software (v5.0, Thermo Fisher Scientific). The absorbance of untreated samples was then subtracted from that of samples incubated with triglyceride reagent. This value was then used to calculate the triglyceride content of each sample based on a standard curve of serial dilutions of a triolein-equivalent (triolein-equivalent glycerol standard 2.5 mg/mL, Sigma-Aldrich, CAT#G7793) treated with the free glycerol reagent. Triglyceride levels were normalized to protein when indicated in the legends.

### Glycogen quantification

To measure whole body glycogen levels, heat-treated homogenates were centrifuged at maximum speed for 3 min at 4 °C. 15 μL of the supernatant was transferred to a 96-well plate and incubated with either 15 μL of PBS (“untreated” samples), or 15 μL of amyloglucosidase diluted in PBS (Sigma Aldrich, Cat#A1602-25MG, 1.5 μL of amyloglucosidase stock solution diluted in 1 mL PBS). Pure lysate was used for D1-D3 larvae, while D4-D5 larval homogenates were diluted 1/2 (v/v) in PBS prior incubation with amyloglucosidase. Samples were incubated for 1 h at 37 °C. Then, 15 µL were incubated with 100 µL hexokinase reagent (Sigma Aldrich, Cat#GAHK20) for 2 h at 22 °C in a 96-well plate (Avantor, Cat#43001-0119) covered with Parafilm (Heathrow Scientific, Cat#PM999). Absorbance was then read at 340 nm using a Multiscan SkyHigh microplate spectrophotometer and the SkanIt software (v5.0, Thermo Fisher Scientific). To determine glycogen levels, the absorbance measured for free glucose in the untreated samples was subtracted from that of the absorbance of the samples digested with amyloglucosidase. The glycogen content of each sample was then calculated based on a standard curve with serial dilutions of glycogen (Sigma-Aldrich, G0885) digested with amyloglucosidase and treated with the hexokinase reagent as described above. To determine the free glucose level, the absorbance measured for free glucose in the untreated samples was calculated based on a standard curve with serial dilutions of glucose treated with the hexokinase reagent.

### Enzymatic activity

For the determination of amylase activity, 20 L2 or 10 L3 midguts were dissected on ice to make up one biological replicate. For the determination of lipase activity, 20 L2 or five L3 midguts were dissected on ice to make up one biological replicate. Midguts were snap-frozen in microcentrifuge tubes (VWR, Cat#432-0351) containing 100 µL of sterile 1 mm glass beads (Carl Roth, Cat#N031.1) and stored at −80 °C until further processing. Amylase Activity assay kit (Sigma Aldrich, Cat#MAK009-1KT) and Lipase Activity assay kit (Sigma Aldrich, Cat#MAK047) were used for the quantification of the respective enzymatic activities. On the day of the assay, samples were homogenized in 70 μL of the respective assay buffers with a Precellys 24 homogenizer (Bertin Instruments) for 15 second at 5000 rpm. Diluted lysates were then transferred to 2 mL Eppendorf tubes and further diluted 1/2.75 or 1/10 (v/v) in the respective assay buffers for the L2 and L3 timepoints, respectively. Samples were then centrifuged at 13.000 × *g* for 10 min at 4 °C. 10 μL of supernatant were used for protein quantification as described above. 50 µL of supernatant was transferred to a 96-well plate (Avantor, Cat#43001-0119) and processed further with the kits according to the manufacturer’s recommendations. Enzymatic activities were normalized to protein levels to take into account variations in tissue size.

### RNA extraction

For RT-qPCR experiments, total RNA was extracted from 10, 5, or 3 midguts at D2, D3 and D4, respectively, for *w*^1118^ and *yw* larvae, to make up one biological replicate. For all the other genotypes, RNA was extracted from 10 and 3 midguts at D3 and D4, respectively, to make up one biological replicate. For mRNA-seq experiments, total RNA was extracted from 60, 30 or 10 midguts that were dissected on ice at D2, D3 and D4, respectively, to make up one biological replicate. All samples were snap-frozen in liquid nitrogen in microcentrifuge tubes (VWR, Cat#432-0351) with 100 µL of sterile 1 mm glass beads (Carl Roth, Cat#N031.1) and stored at −80 °C until further processing. Total RNA was extracted using the Reliaprep RNA Tissue Miniprep System (Promega, Cat#Z6012). 500 µL of lysis buffer was added to the microtubes and tissues were homogenized using a Precellys 24 homogenizer (Bertin Instruments) at 5,000 rpm for 15 seconds. An additional centrifugation step at 1000 × *g* for 1 min was performed to eliminate the foam formed after tissue homogenization. Subsequent RNA extraction steps were performed according to the manufacturer’s recommendations, with RNA eluted in 20 µL of nuclease-free water (Promega, Cat#P119E).

### cDNA synthesis and RT-qPCR

cDNA synthesis was performed using 0.25-1 μg RNA and the qScript cDNA Synthesis Kit (Quantabio, Cat#733-1178), following the manufacturer’s protocol. cDNA were then diluted 1/10 (v/v) in nuclease-free water (Promega, Cat#A6001). RT-qPCR reactions were performed on cDNA using GoTaq qPCR Master Mix (Promega, Cat#A6001), on a QuantStudio 3 or 5 (Applied Biosystems) with accompanying software. Oligonucleotides (Integrated DNA Technologies) were used at 0.25 µM and are listed in (Supplementary Table 2). Fold changes were determined using the ΔΔCt method. Transcript levels were normalized to the arithmetic mean of the Ct values of the two reference transcripts *rp49* (also known as *RpL32*) and *tbp*.

### mRNA-seq library preparation

The Cologne Center for Genomics performed the library preparation and sequencing. The Stranded Truseq RNA Sample Preparation Kit (Illumina) was used to prepare the libraries from 1 µg of total RNA. The ERCC RNA Spike-In Mix (Thermo Fisher Scientific, Cat#4456740) was added to the samples before library preparation. Polyadenylated mRNA was selected using poly-T oligo-attached magnetic beads. Then, it was purified and fragmented with divalent cations at a high temperature. Random primers were then used to reverse transcribe the RNA fragments. Second-strand cDNA synthesis was performed using RNase H and DNA polymerase I, after which indexing adapters were ligated following end repair and A-tailing. Fifteen PCR cycles were performed to amplify the products and generate the cDNA libraries. Equimolar amounts of the libraries were pooled after validation and quantification (Agilent Tape Station). The pooled libraries were quantified with the Peqlab KAPA Library Quantification Kit (Roche) and the 7900HT Sequence Detection System (Applied Biosystems, Thermo Fisher Scientific) and sequenced using a 100 bp paired-end protocol with a NovaSeq 6000 sequencing system (Illumina).

### Analysis of mRNA-seq data

All details related to quality control, adapter trimming, read filtering, alignment to the *Drosophila* genome, transcript quantification and differential expression analysis are provided with the raw mRNA-seq data on the GEO database, accession numbers GSE283125 and GSE315710.

For the analyses presented in (Fig. 2), differential expression analysis was performed on filtered genes with ≥ 0.5 CPM in ≥ 1 library in the GSE283125 dataset using the iDEP pipeline (v0.96)^64^ (http://bioinformatics.sdstate.edu/idep96/) containing the DESeq2 package^65^ (RRID:SCR_015687). The 1000 most variable transcripts throughout all samples were subjected to a hierarchical clustering analysis and GO term enrichment analysis was performed on the identified clusters using the iDEP pipeline (v0.96)^64^.

For the analysis of the GSE315710 dataset presented in (Fig. 5d), we used GO-Term-Finder (v0.86, https://go.princeton.edu/cgi-bin/GOTermFinder) to identify transcripts associated with the gene ontology term “lipid metabolic process” among all the transcripts that are significantly upregulated in control midguts between the L2 and L3 stages (log2FC ≥ 0.5, p_adj_ ≤ 0.05). The transcripts were subjected to a min-max normalization based on CPM values across all samples. Hierarchical clustering was performed using the pheatmap R package (v1.0.13) with Euclidean distance as the clustering method. In both cases, heatmap visualization was done using GraphPad Prism (v10, RRID:SCR_002798)

### Identification of digestive enzymes

We used the FlyAtlas2 database^66^ to identify genes coding for digestive enzymes. Out of the 17158 referenced genes, 418 are “larval midgut-specific genes” with a midgut enrichment (FPKM_organ_/FPKM_whole body_) > 5-fold higher than in the other organs. To identify genes encoding digestive enzymes in this list, we collected information relating to their associated GO terms Biological Process (BP), Molecular Function (MF) and Cellular Component (CC) using the Batch Download tool on FlyBase^67^ (http://flybase.org/batchdownload). Candidate genes were then manually curated by selecting those for which the CC-GO term mentioned “extracellular”, the BP-GO term mentioned “metabolic” or “catabolic”, and the MF-GO term indicated enzymatic catabolic activity. Note that genes encoding maltases, beta-galactosidase, Jonah proteases and trypsins do not fully match these criteria, but were added to the list due to their likely involvement in digestion. The final list is available in (Supplementary Data 3).

### TF binding site analysis

We used Cytoscape^68^ (v.3.10.1, RRID:SCR_003032) with the iRegulon plugin^69^ (v1.3, https://apps.cytoscape.org/apps/iregulon) to analyze the enrichment of putative TFs binding sites in the vicinity of genes included in clusters A, B, D and E (Fig. 2a). (Supplementary Data 4) list the parameters used for the analysis and show for each motif the matching candidate TFs and the target genes containing this motif in their vicinity (5 kb upstream and full transcript).

### Analysis of public ChIP-seq data

Publicly available ChIP-seq data were analyzed via the TF2TG online portal (https://www.flyrnai.org/tools/tf2tg/web/)^24^. Using this portal, we identified peak locations of ecdysone-related TFs within 5 kb of the transcription start site of the *Hnf4* locus. These analyses and the reference to the source datasets are detailed in (Supplementary Data 6).

### Tissue fixation and staining

For (immuno)histochemistry, larval midguts were dissected in PBS and fixed in 4% paraformaldehyde (Thermo Scientific, Cat#43368) for 16 h at 4 °C and rinsed thrice in PBS. For immunostains, tissues were permeabilized and blocked for 8 hours at 4 °C by incubating them in a blocking buffer containing normal donkey serum (Biozol, Cat#LIN-END9010-10) diluted 1/20 (v/v) in PBS with 0.5% Triton-X100 (Merck, Cat#1,086,031,000) (PBST). Samples were incubated in primary antibodies diluted in blocking buffer for 16 h at 4 °C. The following dilutions were used: anti-HNF4^11^: 1/50, anti-GFP (Cell Signaling Technology, RRID:AB_3101977): 1/500 (v/v). Tissues were rinsed twice in PBST and washed in PBS for 1 h using orbital shaking. They were incubated in secondary antibodies (Jackson ImmunoResearch Labs, RRID:AB_2340460 and RRID:AB_2315777) diluted 1/500 (v/v) in blocking buffer for 2 h in the dark at room temperature. Tissues were then rinsed twice in PBST and washed for 1 h in PBS before mounting in RotiMount FluorCare DAPI mounting medium (Carl Roth, Cat#HP20.1). For fluorescent staining of neutral lipids and filament actin, tissues were permeabilized after fixation in PBST for 1 h, and incubated for 1 h at 22 °C in a solution containing BODIPY 493/503 (Invitrogen, Cat#D3922) and Alexa Fluor 555 Phalloidin (Cell Signaling Technologies, Cat#8953S), diluted 1/500 and 1/200 (v/v) in PBS, respectively. They were then washed thrice in PBS and mounted in RotiMount FluorCare DAPI mounting medium (Carl Roth, Cat#HP20.1). For Oil Red O stains, tissues were fixed as described above, washed twice in PBS and twice in propylene glycol (Acros Organics, Cat#ACRO447415000). Tissues were then incubated in a preheated (60 °C) solution of 0.5% Oil Red O (Sigma Aldrich, Cat#O0625-100G) dissolved in propylene glycol. Incubation was performed for 1 h at 37 °C without agitation. Following incubation, samples were washed twice in propylene glycol and twice in PBS before being mounted in glycerol. For all samples, tissues were imaged using either a BX53 brightfield and fluorescence microscope with the cellSens Standard Software (Olympus, v1.11) or a LSM 710 confocal microscope with the Zen 2009 software (Zeiss). Two to three independent stains were performed on sets of 5–15 tissues. A representative image is shown in the figures.

### Oil red O staining quantification

Pictures of Oil Red O-stained midguts were processed using Fiji (v.1.54p, RRID:SCR_002285). The ROI of the midgut region was drawn by hand, after which images were color deconvoluted using the H&E 2 vector. The Color_2 channel was converted to an 8-bit image and inverted. To detect consistent staining intensities, a threshold was determined for each set, depending on the illumination settings and was applied to every image to detect positively stained area. Finally, the positively stained area was divided by the area of the corresponding ROI to quantify the percentage of area stained with Oil red O.

### Analysis of nuclear size and integrated DAPI density

To measure DAPI integrated density, fixed midguts were mounted in confocal dishes (VWR, Cat#734-2906) in RotiMount FluorCare DAPI mounting medium (Carl Roth, HP20.1). TIFF images were acquired by confocal imaging over a 212.55 * 212.55 μm section with a 2 μm slice interval. Midgut regions were imaged from the upper surface down to the frontal plane. Using Fiji (v.1.54p, RRID:SCR_002285), individual nuclei were outlined by creating a Maximum Intensity Projection, detecting particles larger than 55 μm^2^ and performing a binary transformation and watershed separation. An additional manual filtering step was performed to select complete and non-overlapping nuclei, and create nuclear regions of interest (ROI) to measure individual nucleus area. For integrated DAPI density, we created a Sum Slices Projection of the DAPI stack image and measured integrated density of individual nucleus. Nuclear areas and DAPI integrated density were averaged to obtain one representative value per midgut region.

### Measure of gut volume

Pictures from Oil Red O-stained midguts were also used to quantify gut volume. The Stitching plugin from Fiji (v.1.54p, RRID:SCR_002285) with the Maximal Intensity fusion method^70^ was used for processing tiled images. For the measurement of gut volume, the InteredgeDistance macro (v2.0) (https://sourceforge.net/projects/interedgedistance/) was used to calculate the length and average diameter. Midgut volume was calculated using the formula for a cylinder $${{{\rm{V}}}}=\pi*{length}*{(\frac{{diameter}}{2})}^{2}$$.

### Graphical representation and statistical analysis

Graphical representation and statistical analysis were performed using GraphPad Prism software (v10, RRID:SCR_002798). We used heatmaps and min-max normalization to display transcript levels determined by RT-qPCR and mRNA-seq. Normalized transcript levels (*x*_norm_) were determined for each sample using the following formula: *x*_norm_ = (x–min)/(max-min) where *x* is the actual transcript level determined by RT-qPCR or mRNA-seq, and min and max are the minimum and maximum values of all transcript levels across samples, respectively. For analyses comparing two or three groups, a Shapiro-Wilk normality test was performed to choose between parametric Student’s *t* test and 1-way ANOVA, or non-parametric Mann-Whitney and Kruskall-Wallis test. All other details about statistical analyses are included in the figure legends and in the source data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

mRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the following accession numbers: GSE283125 and GSE315710. Source data are provided with this paper.

# Supplementary material for: Transient remodeling of gut metabolism supports juvenile growth and adult fitness in Drosophila
**Source:** Nat Commun. 2026 Apr 13;17:3458. doi: 10.1038/s41467-026-71776-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

Transient remodeling of gut metabolism supports juvenile growth and adult fitness in *Drosophila*

Lefranc *et al.*

This PDF file includes:

Supplementary Figures 1-7

Supplementary Tables 1-2

Supplementary References

a

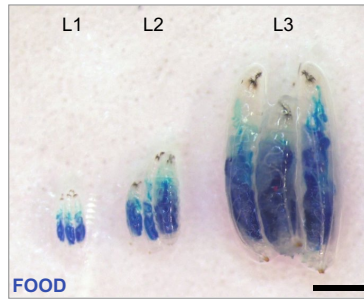

Supplementary Figure 1. Larvae feed continuously throughout development

(a) Representative pictures of larvae that have been fed food stained with blue dye. The stained food can be seen in the digestive system of L1, L2 and L3 larvae. Representative pictures of n=60 larvae from two independent experiments. Scale bar = 1 mm. Source data are provided as a Source Data file.

a

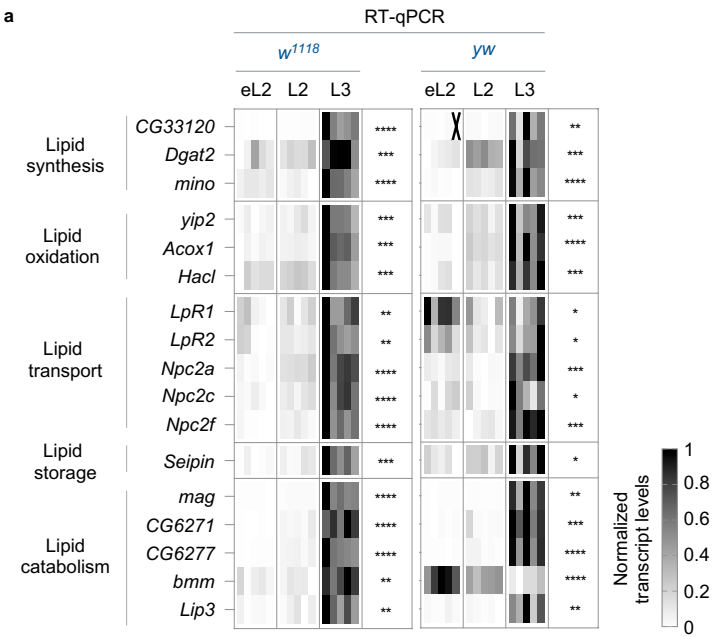

b

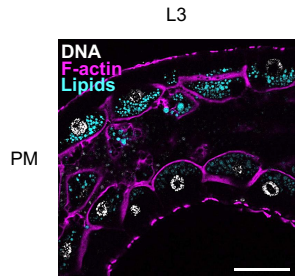

c

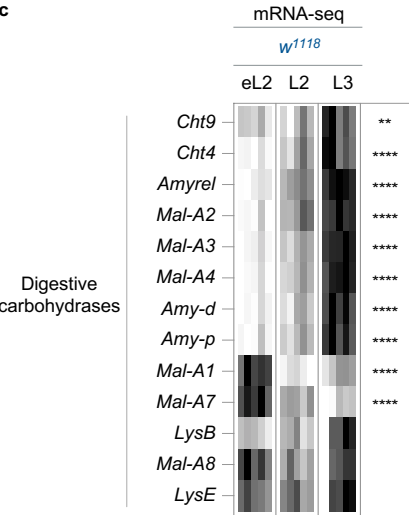

d

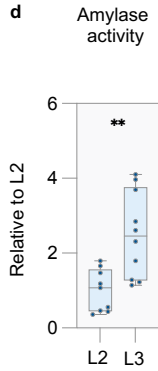

Supplementary Figure 2. Intestinal function is increased in L3 larvae

(a-d) Early L2 (eL2), late L2 (L2) and early L3 (L3) larvae were analyzed. (a) Levels of transcripts involved in lipid metabolism in *w¹¹¹⁸* and *yw* larval midguts. Gene groups are annotated with their main function, the term “Lipid catabolism” regroups digestive and intracellular lipases. Crosses in the heatmap indicate the biological replicates for which a given transcript was not detected. n=5 biological replicates. One representative experiment out of three is shown. (b) Cell nuclei, actin filaments (F-actin) and lipid droplets were stained with DAPI, phalloidin and BODIPY, respectively, in the posterior midgut (PM) of L3 larvae. Scale bar = 50 μ m. 

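Besides amylases and maltases, Supplementary Fig. 2c holds the chitinases *Cht4* and *Cht9* and the lysozymes *LysB* and *LysE*. *Cht4* rose from 197 ± 23.4 CPM in early L2 to 392 ± 151 CPM in late L2 and 772 ± 296 CPM in early L3 (adjusted p = 0.0144 and 0.00462 from limma). *Cht9* rose from 877 ± 249 CPM in late L2 to 1470.2 ± 364 CPM in early L3 (log2 fold change 0.75). *LysB* and *LysE* were at 1034 ± 293 and 117 ± 31.4 CPM in late L2 and at 1853 ± 882 and 148 ± 66.5 CPM in early L3, and did not pass the test. Early L3 replicate 1 was apart from the others in *LysE*, at 40.4 CPM, and without it both passed, with log2 fold changes of 1.09 for *LysB* and 0.59 for *LysE*. *LysB* also passed with edgeR (0.99), with DESeq2 (1.00), with array weights (0.86) and without late L2 replicate 4 and early L3 replicate 1 (0.96).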

Representative image from three independent experiments (n=15 biological replicates). (c) Levels of transcripts encoding digestive carbohydrases in *w¹¹¹⁸* larval midguts. n=5 biological replicates. (d) Amylolytic activity in the midguts of L2 and L3 larvae, normalized to protein content and presented relative to L2 controls. n=9 (L2) and 10 (L3) biological replicates from two independent experiments (see the methods for details about the contents of the biological replicates used in these assays). (a and c) Heatmaps depict transcript levels and statistically significant difference across timepoints. Transcript levels are represented using a greyscale (minimal and maximal values are represented by white and black, respectively, see methods for details). (d) Dots represent individual biological replicates, boxplots extend from the 25th to 75th percentile, whiskers extend from minimum to maximum, median is depicted as a line. (a, c and d) Asterisks indicate statistically significant differences between timepoints ((a) Kruskal-Wallis test, (c) 1-way ANOVA or (d) two-sided Student's t test). *p $\leq$ 0.05, **p $\leq$ 0.01, ***p $\leq$ 0.001, ****p $\leq$ 0.0001. Exact p-values are indicated in the Source data file.

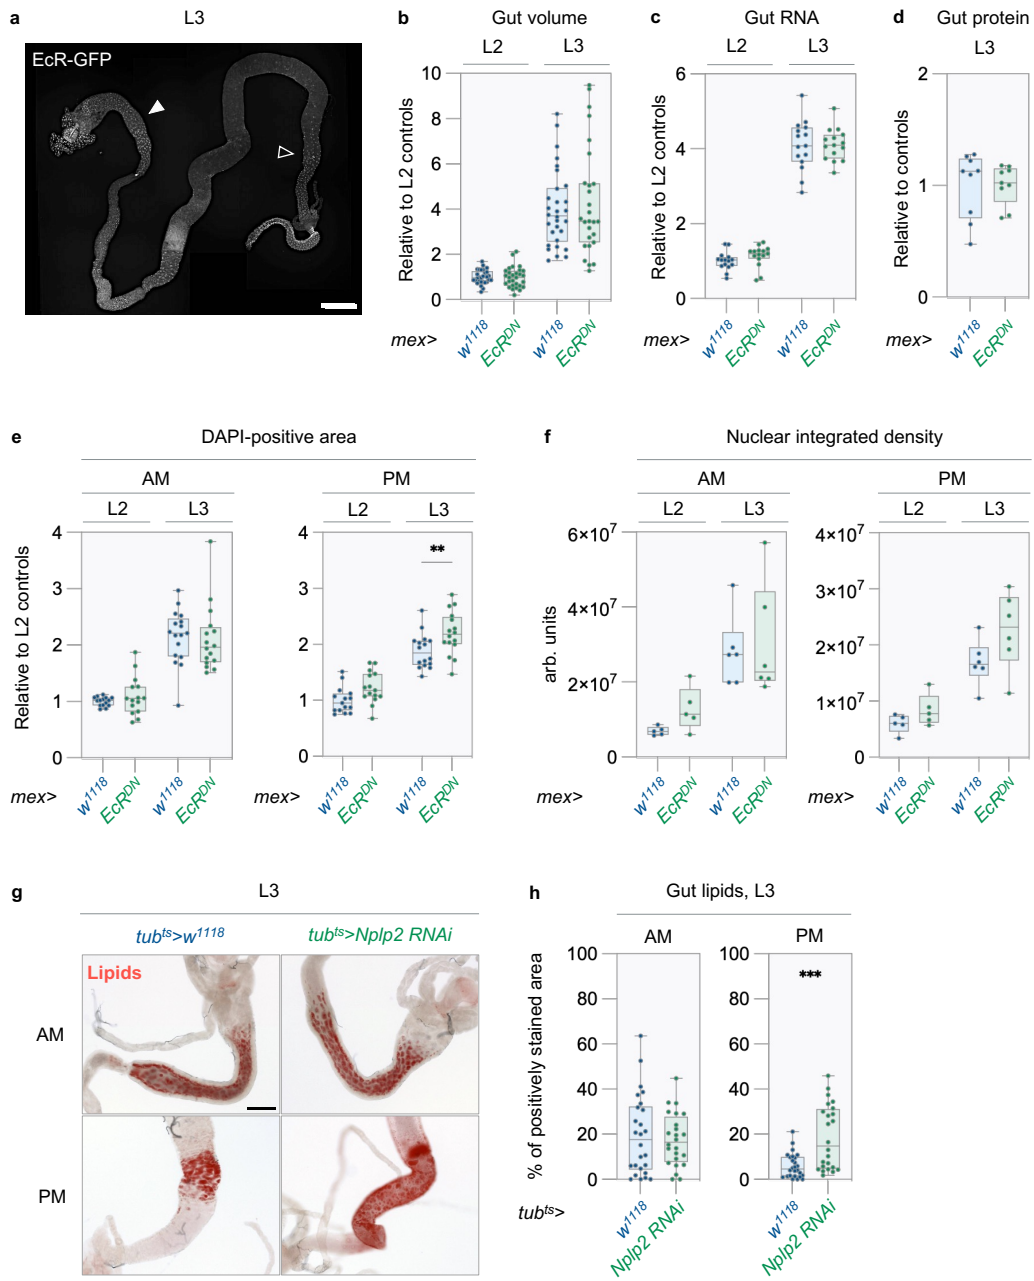

Supplementary Figure 3. Suppression of EcR signaling does not reduce gut growth

(a) Anti-GFP antibody stains were used to visualize EcR in the midgut of *EcR-GFP* animals. The anterior and posterior midguts are indicated with closed and open arrowheads, respectively. Scale bar = 500 μ m. Representative image from two independent experiments (n=20 biological replicates). **(b-f)** A dominant negative form of EcR (EcR^{DN}) was expressed in ECs with the *mex-GAL4* driver (*mex>EcR^{DN}*). *mex>w¹¹¹⁸* animals were used as controls **(b)** Midgut volume, relative to L2 controls. *mex>w¹¹¹⁸*: n=29 (L2) and 30 (L3). *mex>EcR^{DN}*: n=29 (L2) and 27 (L3). Biological replicates from three independent experiments. **(c)** RNA levels in midguts, relative to L2 controls. n=15 biological replicates from four independent experiments. **(d)** Protein levels in midguts, relative to controls. n=9 biological replicates from three independent experiments. **(e)** Nuclear size estimated from DAPI stains in the anterior midgut (AM) and posterior midgut (PM), relative to L2 controls. *mex>w¹¹¹⁸*: n=15 (L2), 17 (AM L3) and 16 (PM L3). *mex>EcR^{DN}*: n=15 (L2) and 16 (L3) from three independent experiments. **(f)** Intensity of DAPI staining as an estimate of ploidy, relative to L2 controls. n=5 (L2) and n=6 (L3) midguts. One representative experiment out of three is shown. **(g and h)** Lipids were stained with ORO in the AM and PM of L3 larvae with systemic silencing of the lipoprotein *Nplp2* after hatching (*tub^{ts}>Nplp2 RNAi*). *tub^{ts}>w¹¹¹⁸* were used as controls, see methods for details. **(g)** Representative images, scale bar = 200 μ m. **(h)** quantification of ORO-stained area as a percentage of total area. **(g and h)** n=24 (*tub^{ts}>w¹¹¹⁸*) and 26 (*tub^{ts}>Nplp2 RNAi*) midguts from three independent experiments. **(b-f, h)** Dots represent individual biological replicates, boxplots extend from the 25th to 75th percentile, whiskers from minimum to maximum, median is depicted as a line. Asterisks indicate statistically significant differences **(b, c, e and f)** between genotypes at a given timepoint (2-way ANOVA with Šidak's multiple comparisons) and **(d, h)** between genotypes ((**d**) two-sided Student's t test and (**h**) two-sided Mann-Whitney test). **(b)** p=0.9996 (L2) and 0.6469 (L3); **(c)** p= 0.6463 (L2) and 0.992 (L3); **(d)** p=0.9725; **(e)** p=0.7847 (AM L2), 0.9453 (AM L3), 0.0943 (PM L2), 0.0094 (PM L3); **(f)** p= 0.585 (AM L2), 0.9178 (AM L3), 0.6469 (PM L2), 0.0791 (PM L3); **(h)** p=0.9728 (AM) and 0.0006 (PM). *p≤0.05, **p≤0.01, ***p≤0.001. Source data are provided as a Source Data file.

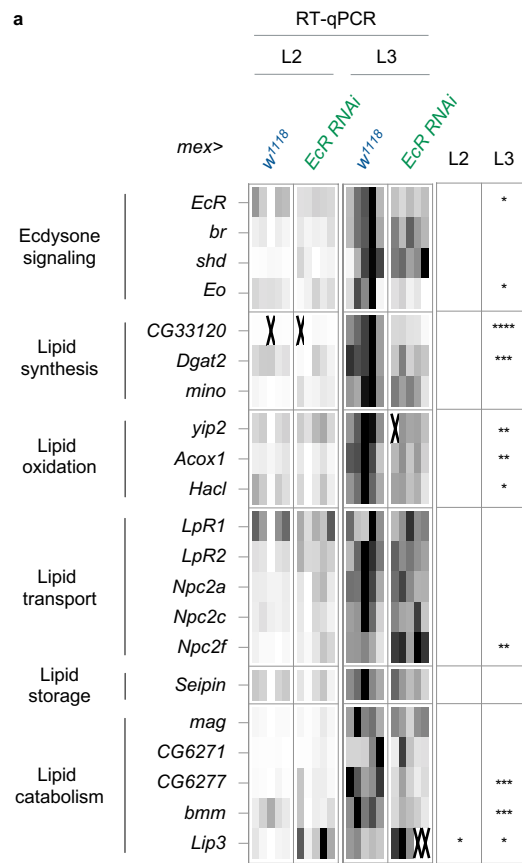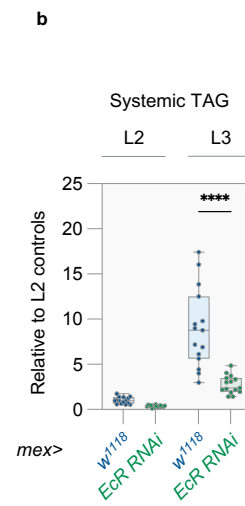

Supplementary Figure 4. EcR signaling regulates intestinal lipid metabolism

(a and b) Ecdysone signaling was suppressed in ECs by expressing *UAS-EcR RNAi* with the *mex-GAL4* driver (*mex>EcR RNAi*). Controls are progenies of *mex-GAL4* females and *w¹¹¹⁸* males (*mex>w¹¹¹⁸*). **(a)** Levels of transcripts involved in ecdysone signaling and lipid metabolism were scored with RT-qPCR in L2 and L3 midguts. Gene groups are annotated with their main function. “Lipid catabolism” includes digestive and intracellular lipases. The heatmap depicts transcript levels and statistically significant differences between genotypes at a given timepoint. Transcript levels are represented using a greyscale (minimal and maximal values are represented by white and black, respectively, see methods for details). Crosses indicate the biological replicates for which a given transcript was not detected. n=5 biological replicates, each containing several midguts, per genotype and timepoint (see the methods for details about the contents of the biological replicates used in these assays). One representative experiment out of three is shown. **(b)** Total triglyceride content in L2 and L3 larvae, presented relative to L2 controls. n=15 biological replicates, each containing several larvae, per genotype and timepoint from three independent experiments (see the methods for details about the contents of the biological replicates used in these assays). Dots represent individual biological replicates, boxplots extend from the 25th to 75th percentile, whiskers extend from minimum to maximum, median is depicted as a line. **(a and b)** Asterisks indicate statistically significant differences between genotypes at a given developmental stage (2-way ANOVA with Šidak's multiple comparisons). **(a)** Exact p-values are indicated in the Source data file. **(b)** p=0.6945 (L2) and p<0.0001 (L3). *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. Source data are provided as a Source Data file.

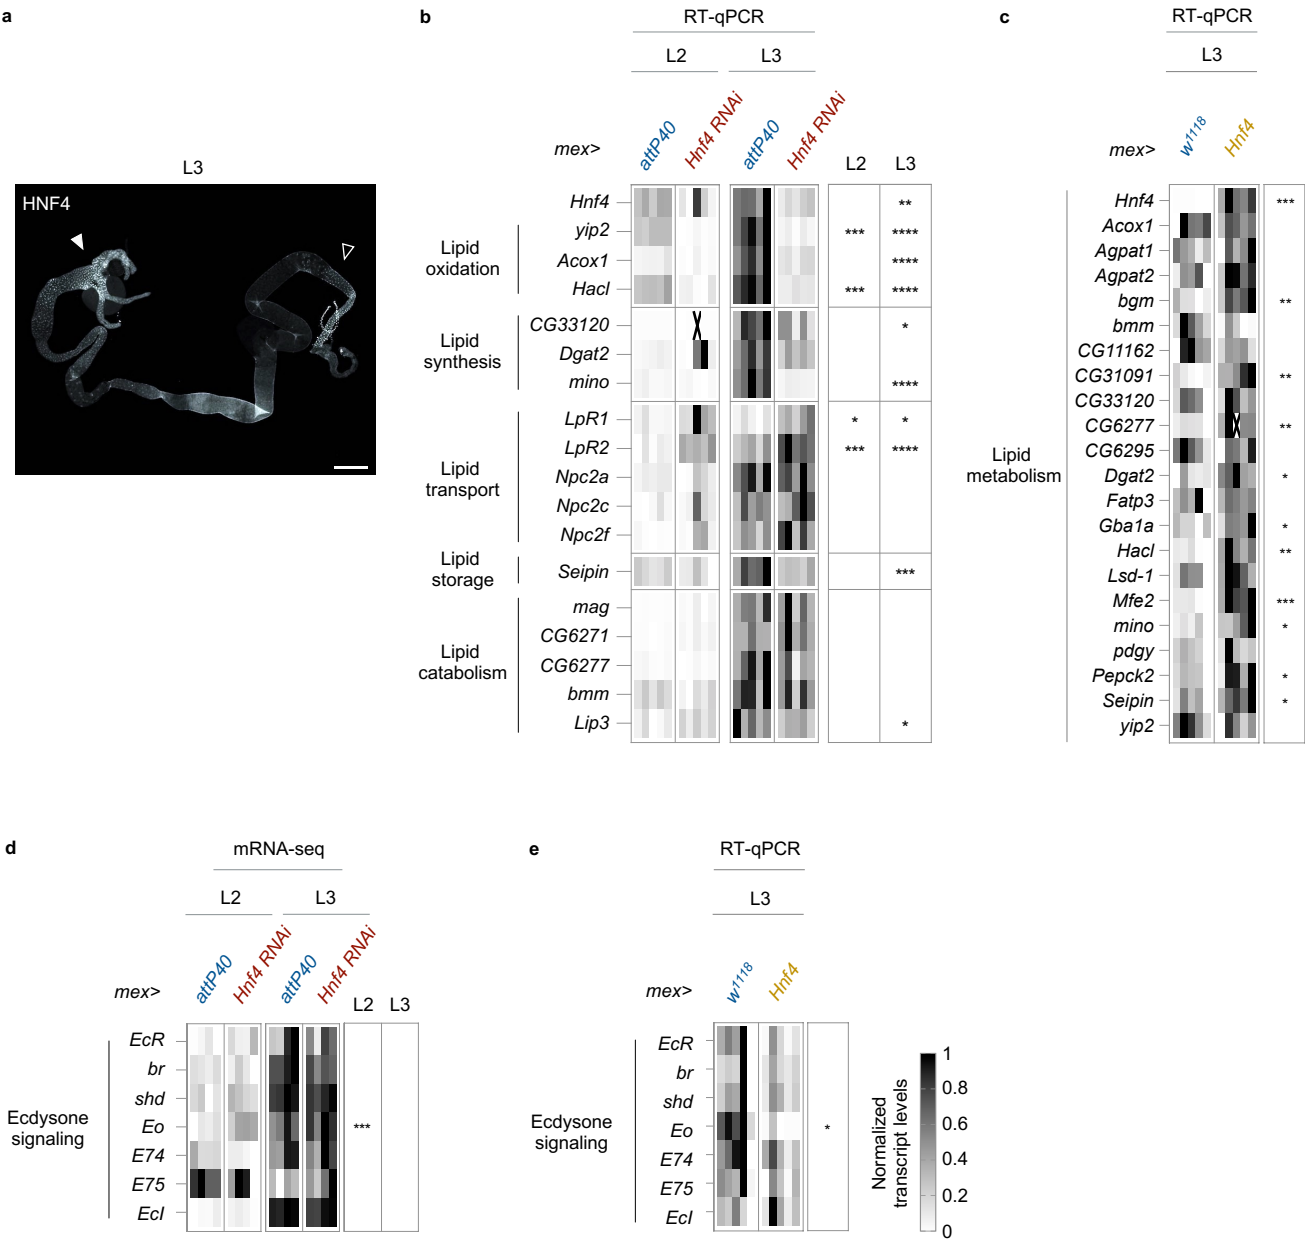

Supplementary Figure 5. HNF4 regulates the expression of genes involved in lipid metabolism in the midgut

(a) Antibody stains were used to visualize HNF4 in the anterior and posterior midgut (closed and open arrowheads, respectively) of L3 controls (*mex>w¹¹¹⁸*). Representative image from n=30 biological replicates from three independent experiments. Scale bar = 500 μ m. **(b and d)** *Hnf4* was silenced in ECs by driving the expression of *UAS-Hnf4 RNAi* with the *mex-GAL4* driver (*mex>Hnf4 RNAi*). Controls are progenies of *mex-GAL4* females and males carrying the *attP40* site (*mex>attP40*). The levels of transcripts related to **(b)** lipid metabolism (RT-qPCR) or **(d)** ecdysone signaling (mRNA-seq) were scored in L2 and L3 midguts. **(b)** n=5 and **(d)** n=4 biological replicates, each containing several midguts (see the methods for details about the contents of the biological replicates used in these assays). For **(b)**, one representative experiment out of three is shown. **(c and e)** *Hnf4* was overexpressed in otherwise wild-type ECs by driving the expression of *UAS-Hnf4* transgene with the *mex-GAL4* driver (*mex>Hnf4*). Controls are progenies of *mex-GAL4* females and *w¹¹¹⁸* males (*mex>w¹¹¹⁸*). The levels of transcripts related to **(c)** lipid metabolism or **(e)** ecdysone signaling were scored with RT-qPCR in L3 midguts following *Hnf4* overexpression. **(c and e)** n=5 biological replicates, each containing several midguts (see the methods for details about the contents of the biological replicates used in these assays). One representative experiment out of three is shown. **(b-e)** Heatmaps depict transcript levels and statistically significant differences between genotypes at a given timepoint. Transcript levels are represented using a greyscale (minimal and maximal values are represented by white and black, respectively, see methods for details). Crosses in the heatmap indicate biological replicates for which a given transcript was not detected. Asterisks indicate statistically significant differences **(b and d)** between genotypes at a given timepoint (2-way ANOVA with Šidak's multiple comparisons) or **(c and e)** between genotypes (two-sided Mann Whitney or two-sided Student's t test based on the distribution of values). Exact p-values are indicated in the Source data file. *p $\leq$ 0.05, **p $\leq$ 0.01, ***p $\leq$ 0.001, ****p $\leq$ 0.0001. Source data are provided as a Source Data file.

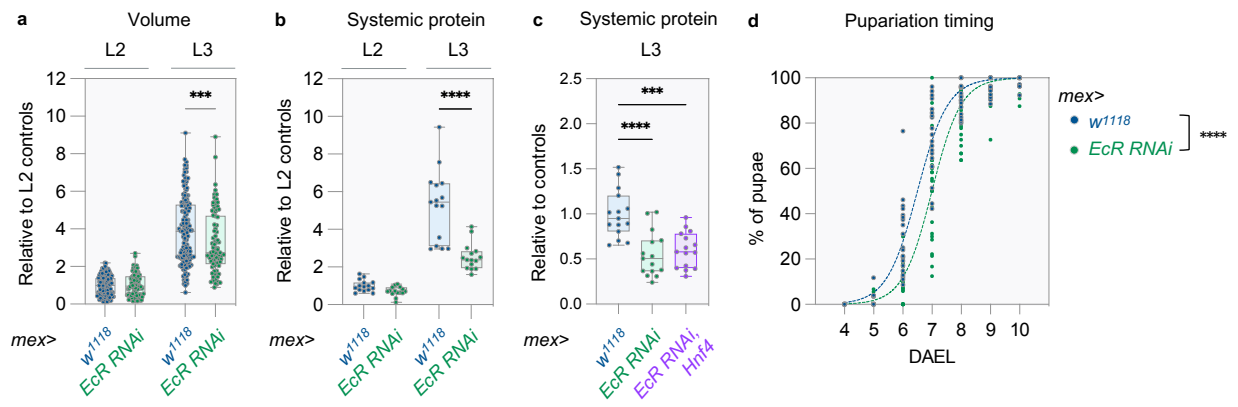

Supplementary Figure 6. EcR acts in EC to support systemic growth and maturation

(a-d) Ecdysone signaling was suppressed in ECs by expressing *UAS-EcR RNAi*, alone or in combination with *UAS-Hnf4*, with the *mex-GAL4* driver (*mex>EcR RNAi* and *mex>EcR RNAi, Hnf4*, respectively). Controls are the progenies of *mex-GAL4* females and *w¹¹¹⁸* males (*mex>w¹¹¹⁸*). (a) Body volume, relative to L2 controls. n=126 (L2 *mex>w¹¹¹⁸*), 89 (L2 *mex>EcR RNAi*), 140 (L3 *mex>w¹¹¹⁸*) and 82 (L3 *mex>EcR RNAi*) animals, from two independent experiments. (b and c) Protein content was scored in (b) L2 and L3 larvae with inhibition of ecdysone signaling in ECs, and (c) L3 larvae in which *UAS-EcR RNAi* is expressed simultaneously with *UAS-Hnf4* in ECs. The data is presented relative to (b) L2 or (c) L3 controls. n=15 biological replicates, each containing several animals, per genotype and timepoint from three independent experiments (see the methods for details about the contents of the biological replicates used in these assays). (d) Pupariation was scored between D4-D10AEL following inhibition of ecdysone signaling in ECs. Values are plotted normalized to the total number of pupae. n=20 (*mex>w¹¹¹⁸*) and 27 (*mex>EcR RNAi*) biological replicates, each containing several animals, from three independent experiments (see the methods for details). The sigmoid curve represents non-linear least square regression fit of the data. Median time to pupariation extrapolated from the non-linear fit analysis: *mex>w¹¹¹⁸*=6.50 days, *mex>EcR RNAi* =7.00 days. (a-d) The dots represent individual biological replicates. (a-c) The boxplots extend from the 25th to 75th percentile, whiskers extend from minimum to maximum, median is depicted as a line. (a-d) Asterisks indicate statistically significant differences (a and b) between genotypes at a given timepoint (2-way ANOVA with Šidak's multiple comparisons) and (c and d) between genotypes ((c) 1-way ANOVA with Šidak's multiple comparisons, (d) extra sum-of-squares F test). (a) p=0.9906 (L2) and 0.0008 (L3); (b) p=0.6878 (L2) and p<0.0001 (L3); (c) p<0.0001 (*mex>w¹¹¹⁸* vs. *mex>EcR RNAi*) and p=0.0001 (*mex>w¹¹¹⁸* vs. *mex>EcR RNAi, Hnf4*); (d) p<0.0001. ***p≤0.001, ****p≤0.0001. Source data are provided as a Source Data file.

a Wing area anatomical landmarks

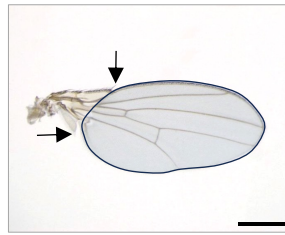

b Resistance to starvation

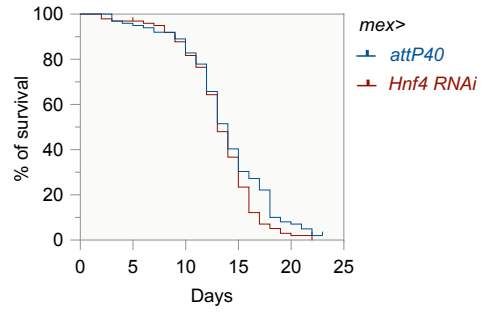

c Body composition

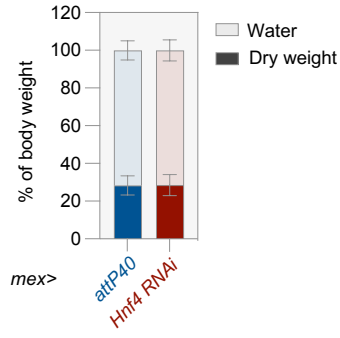

d Egg hatching

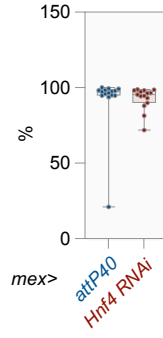

e Larval survival

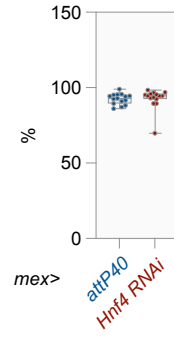

Supplementary Figure 7. Chronic *Hnf4* silencing does not affect adult starvation resistance and fertility

(a) Anatomical landmarks for the measurement of wing area, related to (Fig. 7d). The arrows indicate the landmarks and the shaded area the portion of wing blade that was measured. Scale bar = 500 μ m.

(b-e) *Hnf4* was silenced in ECs by driving the expression of a *UAS-Hnf4 RNAi* with the *mex-GAL4* driver (*mex>Hnf4 RNAi*). Controls are the progenies of *mex-GAL4* females and males carrying the *attP40* site (*mex>attP40*). (b) Survival to wet starvation was scored daily in newly eclosed adult males. Median lifespan: *mex>attP40*: 14 days, *mex>Hnf4 RNAi*: 13 days. Values are plotted normalized to the total number of animals (n=100). One representative experiment out of three is shown. Censored animals are indicated by a tick mark on the Kaplan-Meier curves, see methods for details. (c) Water content was measured in newly eclosed adult males. n=15 biological replicates, each containing several animals, from three independent experiments (see the methods for details about the contents of the biological replicates used in these assays). (d) Hatching rate (48 hours after egg laying) and (e) survival until pupariation (10 days after egg laying) were scored for the progenies of control females and females with *Hnf4* silencing in ECs. (d-e) n=15 biological replicates (each vial initially seeded with embryos laid by five females considered as one biological replicate) from three independent experiments. The dots represent individual biological replicates, boxplots extend from the 25th to 75th percentile, whiskers extend from minimum to maximum, median is depicted as a line. (b-e) No statistically significant differences were found (b, d and e) between genotypes ((b) Mantel-Cox test, (d and e) Mann-Whitney test), or (c) between genotypes for water and dry weight (2-way ANOVA with Šidak's multiple comparisons). Exact p-values are indicated in the Source data file.

Supplementary Table 1. *Drosophila* lines

Line name	Provider	Reference
<i>Drosophila melanogaster</i> : attP40<br>y[1] v[1]; P{y[+t7.7] = CaryP}Msp300[attP40]	BDSC	RRID:BDSC_36304
<i>Drosophila melanogaster</i> : UAS-EcR ^{DN}<br>w ¹¹¹⁸ ; P{w[+mC]=UAS-EcR.B1-DeltaC655.F645A}TP1	Cherbas et al.<br>(2003) ¹	RRID:BDSC_6869
<i>Drosophila melanogaster</i> : EcR-GFP<br>w ¹¹¹⁸ ; PBac{y[+mDint2] w[+mC]=EcR-EGFP.S}VK00033	BDSC	RRID:BDSC_59040
<i>Drosophila melanogaster</i> : UAS-EcR RNA _i<br>w ¹¹¹⁸ ; P{GD1428}v37059	VDRC	RRID:SCR_013805<br>Cat#37059
<i>Drosophila melanogaster</i> : UAS-Hnf4 RNA _i<br>y[1] sc[*] v[1] sev[21]; P{y[+t7.7]<br>v[+t1.8]=TRiP.HMC05862}attP40	BDSC	RRID:BDSC_64988
<i>Drosophila melanogaster</i> : UAS-Hnf4<br>w ¹¹¹⁸ ; UAS-Hnf4	Palanker et al.<br>(2009) ²	N/A
<i>Drosophila melanogaster</i> : mex-GAL4<br>w ¹¹¹⁸ ; P{w[+mC]=mex1-GAL4.2.1}10-8	BDSC	RRID:BDSC_91368
<i>Drosophila melanogaster</i> : UAS-Nplp2 RNA _i<br>w ¹¹¹⁸ ; P{GD4710}v15305	VDRC	RRID:SCR_013805<br>Cat#15305
<i>Drosophila melanogaster</i> : tub ^{ts} ><br>w;P{tubP-GAL80ts};tub-GAL4/TM6B,tb	Carl Thummel	N/A
<i>Drosophila melanogaster</i> : yw	Carl Thummel	N/A
<i>Drosophila melanogaster</i> : w ¹¹¹⁸	Carl Thummel	N/A

Supplementary Table 2. Oligonucleotides for RT-qPCR

**Gene**	**Forward sequence (5'-3')**	**Reverse sequence (5'-3')**
<i>Acox1</i>	AATGGAGAGAAGCTGGTGCC	AATTCGGGTTTTGTTGGCGG
<i>Agpat1</i>	TCCGCAATCTGCTATGGGCG	AGCACATCCAGCGAGCTTT
<i>Agpat2</i>	TGCGTGGTGGCTTTAATCCT	AGCACCATGATGGAAAAAGCG
<i>bgm</i>	TGGACAAGATTCACGCCATTC	CGACCACCTGTAGTAGCCATC
<i>bmm</i>	ACGCACAGCAGCGACATGTAT	CTTTTCGCTTTGCTACGAG CC
<i>br</i>	TTGGCAGTGGCAGCAACAACAACA	GTGGTGCTTGATCGTACTGAAGTC
<i>CG11162</i>	CGACTATCACCATGCCAAGTTC	AGGAGCCTTTTGTCTGCGG
<i>CG31091</i>	CAATGGTCCCGACACGATCC	CGGAAGAGGCTGATAATGTAGC
<i>CG33120</i>	GCAAACGAACGAGTCTGGGA	CCAAAGTGAGCACACAGGAAT
<i>CG6271</i>	TTTGGCAATCTTTGCTCTAGCCGC	ATCCATGTCCACCCACTCAAAGGA
<i>CG6277</i>	TTGCCGAACAGTGGATGGAAG	AAAGGTAGAACTTTACGGGAACG
<i>CG6295</i>	GAGGTTCGTGTGAATGGTGAG	CGGTTCTTGGTCTCCAAATAGG
<i>Dgat2</i>	GGCCATTAGAACGGGCTCATC	CTCCGGTGAGCTTCTTGAC
<i>EcR</i>	ACTCCAGCCACAGATTCAACCACA	CATGTATTCGCTGCTCGTACTGAC
<i>Eo</i>	CAGCAGACGCTACTTCGCTA	TGTATCGCATTCGTGGAGGG
<i>Fatp3</i>	GTCTATGGCGTGCAGATCCC	CAGCACCACGGACAGGTAAT
<i>Gba1a</i>	GGTCCCACGATCCGTAATC	GTCGAGTGCGGTTTCATCATT
<i>Hacl</i>	CAGTACGCAAGAAAACGCGG	GACATATTCCACGCCCTGTTG
<i>Hnf4</i>	TGGACAAGATTCACGCCATTC	CGAAATCTGCAAGTGTACTGAT
<i>Lip3</i>	ATTGCGGTGAGCGCATTGA	TCAGGATGTAGTTGTCACTGGT
<i>LpR1</i>	TGCAACCAGACCTGTCTGTG	TCGTGGTCGCACTTCCATC
<i>LpR2</i>	GAAATAGCCTTGCATGTGATTGC	GTGGTAGACGGGATTCTCGAA
<i>Lsd-1</i>	CAGCGCATACCACTGGTCTAT	GCATTACCGATTTGCTTGACAG
<i>mag</i>	CTCGCCGAGAAGTCGGACTA	CTCGTGAGTCTCCGTGGGATA
<i>Mfe2</i>	GTCCTGCGAGGATAATGGTAGC	ACGTACTCAATGGTCACGGG
<i>mino</i>	TGCGTGGTGGCTTTAATCCT	AGCACCATGATGGAAAAAGCG
<i>Npc2a</i>	GGCGGAGTGCATCCTCAAG	CGTGGACGACTGTCTTCACC
<i>Npc2c</i>	CAACTATCCTCAGCCACTGATG	CCTCGGTTCCCTTCCACAAAT
<i>Npc2f</i>	GATTGCGGTTCTTTGTACCAGG	GGTGAACCTTGCCCGTCTTC
<i>pdgy</i>	CGGGACTGACGGTGACCA	CGGATACCGTTCCCACCA
<i>Pepck2</i>	CCCATCCCAACTCCAGGTTC	CAAGGGAACCTCCACTGGGAC
<i>rp49</i>	GACGCTTCAAGGGACAGTATCTG	AACGCGGTTCTGCATGA
<i>Seipin</i>	CCGTGGTGCTCATCATCTGG	GTCTCCAGGCAGGTTTTGAACT
<i>shd</i>	TCGCTTAATGCAGGGACTGT	CCGAAGGGCACCACAATACT
<i>thp</i>	AAGCTCGGTTTCCCTGCAA	TCCAGTGAGCACCACCTTTC
<i>yip2</i>	AAATGTGATCGCGTCCTCCTC	GCCGGTAAGGGCTATCTTGG

Supplementary References

1. Cherbas, L., Hu, X., Zhimulev, I., Belyaeva, E. & Cherbas, P. EcR isoforms in *Drosophila*: testing tissue-specific requirements by targeted blockade and rescue. *Development* **130**, 271–284 (2003).
2. Palanker, L., Tennessen, J. M., Lam, G. & Thummel, C. S. *Drosophila* HNF4 regulates lipid mobilization and beta-oxidation. *Cell Metab* **9**, 228–39 (2009).

# Supplementary material for: Transient remodeling of gut metabolism supports juvenile growth and adult fitness in Drosophila
**Source:** Nat Commun. 2026 Apr 13;17:3458. doi: 10.1038/s41467-026-71776-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: mRNA-seq analysis of developing *w¹¹¹⁸* larval midguts and gene clusters.

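Supplementary Data 1 holds the fold changes and adjusted p-values that the authors obtained with DESeq2. The deposited table holds the same comparisons for all 9787 entries of the filter. Of these entries, 3795 have no adjusted p for late L2 versus early L2 and 948 have none for early L3 versus late L2. Such entries could not be counted from the authors' values, while limma tested all. In the deposited table, the authors' values at the thresholds used here give 379 transcripts changed between early and late L2 and 1432 between late L2 and early L3. Of these, 371 and 1219 were also among the 968 and 2460 transcripts that changed with limma, and all of them changed in the same direction. All 429 and 1469 transcripts of Supplementary Data 1 with an adjusted p under 0.05 had the same direction with limma, and 371 and 1224 of them passed both thresholds. Across genes, which are not independent replicates, the Pearson correlation of the authors' log2 fold changes with those from limma was 0.890 for the earlier interval and 0.943 for the later. The median difference, limma minus the authors' value, was 0.01 and -0.14.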

File Name: Supplementary Data 2

Description: Gene ontology term enrichment analysis (Biological Processes) on gene clusters shown in (Fig. 2A).

File Name: Supplementary Data 3

Description: List of *Drosophila* genes encoding putative digestive enzymes.

File Name: Supplementary Data 4

Description: Transcription Factor binding site analysis on the list of genes belonging to the different clusters identified in (Fig. 2a).

File Name: Supplementary Data 5

Description: mRNA-seq analysis of developing larval midguts with *Hnf4* suppression in ECs.

File Name: Supplementary Data 6

Description: Peak locations of ecdysone-related transcription factors within 5 kb of the transcription start site of the *Hnf4* locus.

# Supplementary material for: Transient remodeling of gut metabolism supports juvenile growth and adult fitness in Drosophila
**Source:** Nat Commun. 2026 Apr 13;17:3458. doi: 10.1038/s41467-026-71776-3
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

SkanIt (v5.0) Thermo Fisher Scientific <https://www.thermofisher.com>
 Zen 2009 Zeiss <https://www.zeiss.com/microscopy/en/products/software/light-microscopy-software.html>
 cellSens Standard Software (Olympus, v1.11)

Data analysis

Cytoscape (v.3.10.1) RRID:SCR_003032
 Fiji (v.1.54p) RRID:SCR_002285
 Fiji macro: InterEdgeDistance (v2.0) <https://sourceforge.net/projects/inter edgedistance/>
 Graphpad Prism (v10) Graphpad Software RRID:SCR_002798
 iDEP (v0.96) <http://bioinformatics.sdstate.edu/idep96/>
 iRegulon (v1.3) <https://apps.cytoscape.org/apps/iregulon>
 MultiQC (v1.11) RRID:SCR_014982
 FastQC Babraham Bioinformatics RRID:SCR_014583
 Picard Broad Institute RRID:SCR_006525
 Preseq RRID:SCR_018664
 STAR (v2.7.10a) RRID:SCR_004463
 Salmon (v1.5.2) RRID:SCR_017036
 DESeq2 RRID:SCR_015687
 TF2TG online portal (<https://www.flyrnai.org/tools/tf2tg/web/>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

mRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the following accession codes: GSE283125 and GSE315710.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE283125>

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE315710>

Source Data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

vials to make up biological replicates.

Blinding

Blinding could not be used during of our study because the same researcher (CL) was responsible for collecting animals, generating the samples and analysing them.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Anti-HNF4 Guinea Pig antibody, Affinity-purified. Palanker et al. (2009)
1/150 (v/v) in PBS with 0.5% Triton-X100 (Merck, Cat#1,086,031,000)

Anti-GFP (5G4) Mouse mAb Cell Signaling Technology RRID:AB_3101977
1/500 (v/v) in PBS with 0.5% Triton-X100 (Merck, Cat#1,086,031,000)

Cy™3 AffiniPure® Donkey Anti-Guinea Pig IgG (H+L) Jackson ImmunoResearch RRID:AB_2340460
1/500 (v/v) in PBS with 0.5% Triton-X100 (Merck, Cat#1,086,031,000)

Cy™3 AffiniPure® Donkey Anti-Mouse IgG (H+L) Jackson ImmunoResearch RRID:AB_2315777
1/500 (v/v) in PBS with 0.5% Triton-X100 (Merck, Cat#1,086,031,000)

Validation

Anti-HNF4 Guinea Pig antibody, Affinity-purified
Validated in Palanker et al. (2009)

GFP (5G4) Mouse Monoclonal Antibody
Detects native GFP and YFP-tagged proteins exogenously expressed in cells, but does not detect denatured GFP.

Cy™3 AffiniPure® Donkey Anti-Guinea Pig IgG (H+L) Jackson ImmunoResearch RRID:AB_2340460
Based on immunoelectrophoresis and/or ELISA, the antibody reacts with whole molecule guinea pig IgG. It also reacts with the light chains of other guinea pig immunoglobulins. No antibody was detected against non-immunoglobulin serum proteins. The antibody has been tested by ELISA and/or solid-phase adsorbed to ensure minimal cross-reaction with bovine, chicken, goat, syrian hamster, horse, human, mouse, rabbit, rat and sheep serum proteins, but it may cross-react with immunoglobulins from other species.

Cy™3 AffiniPure® Donkey Anti-Mouse IgG (H+L) Jackson ImmunoResearch RRID:AB_2315777
Based on immunoelectrophoresis and/or ELISA, the antibody reacts with whole molecule mouse IgG. It also reacts with the light chains of other mouse immunoglobulins. No antibody was detected against non-immunoglobulin serum proteins. The antibody has been tested by ELISA and/or solid-phase adsorbed to ensure minimal cross-reaction with bovine, chicken, goat, guinea pig, syrian hamster, horse, human, rabbit, rat and sheep serum proteins, but it may cross-react with immunoglobulins from other species.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Drosophila melanogaster: attP40
y[1] v[1]; P[y[+t7.7] = CaryP]Msp300[attP40] BDSC RRID:BDSC_36304

Drosophila melanogaster: UAS-EcRDN
w1118; P{w[+mC]=UAS-EcR.B1-DeltaC655.F645A}TP1 (Cherbas et al. (2003) RRID:BDSC_6869)

Drosophila melanogaster: EcR-GFP
w1118; PBac{y[+mDint2] w[+mC]=EcR-EGFP.S}VK00033 BDSC RRID:BDSC_59040

Drosophila melanogaster: UAS-EcR RNAi
w1118; P{GD1428}v37059 VDRC RRID:SCR_013805 Cat#37059

Drosophila melanogaster: UAS-Hnf4 RNAi
y[1] sc[*] v[1] sev[21]; P{y[+t7.7] v[+t1.8]=TRiP.HMC05862}attP40 BDSC RRID:BDSC_64988

Drosophila melanogaster: UAS-Hnf4
w1118; UAS-Hnf4 Palanker et al. (2009)

Drosophila melanogaster: mex-GAL4
w1118; P{w[+mC]=mex1-GAL4.2.1}10-8 BDSC RRID:BDSC_91368

Drosophila melanogaster: UAS-Nplp2 RNAi
w1118; P{GD4710}v15305 VDRC RRID:SCR_013805 Cat#15305

Drosophila melanogaster: tubts-GAL4
w;P{tubP-GAL80ts};tub-GAL4/TM6B,tb

Drosophila melanogaster: yw

Drosophila melanogaster: w1118

Wild animals

The study did not involve wild animals

Reporting on sex

The study involved sex-specific investigations in adult Drosophila. The sex of adult Drosophila is indicated in the Figure legends, main text and methods wherever appropriate.
Studies were also performed in larvae, at a stage when sex cannot be determined. Therefore, studies were performed on groups of larvae with undetermined sex. All details are indicated in the legends, main text and methods.

Field-collected samples

The study did not involve samples collected from the field

Ethics oversight

The study did not require ethical approval

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

Not applicable

Novel plant genotypes

Not applicable

Authentication

Not applicable

How the deposited data were processed for this re-analysis (not part of the article)

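The transcriptomes of *w*1118 larval midguts were measured by mRNA-sequencing at 3 stages, with 15 libraries in all and 5 biological replicates per stage. A replicate pooled 60, 30 or 10 midguts in early L2, late L2 and early L3, dissected 2, 3 and 4 days after egg laying. The submitters' processing notes name Trim Galore 0.6.7, FastQC, MultiQC 1.11, Picard, STAR 2.7.10a, Salmon 1.5.2 and DESeq2, with genome build BDGP6, without giving the role of each or an annotation release. The authors deposited a table in CPM, reads scaled to a common library total, with 12133 entries and a table of their comparisons. The second table holds log2 fold changes and adjusted p-values (the p-value column) that the authors obtained with DESeq2 in iDEP for 9787 entries; 3795 of these have no adjusted p for late L2 versus early L2 and 948 have none for early L3 versus late L2. Each CPM column was divided by the value of 1 read, and 100% of the 166854 values above 0 were whole reads within 0.001. Recovered totals ranged from 23981806 to 33902298 reads per library, and 12094 identifiers matched the Ensembl 115 annotation of BDGP6.54, from which symbols and coordinates were taken.

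Entries with at least 0.5 CPM in at least 1 library were kept, as in the paper's methods, which left 9787, of which 306 were transposable elements. The main comparison used log2(CPM + 0.5) and limma 3.58.1 in R 4.3.3, with 1 fit over 15 libraries, an intensity trend and no replicate block. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change of at least 0.5 in size. The contrasts were late L2 versus early L2, early L3 versus late L2, and the difference between these changes. Each contrast was tested on all kept entries, and adjustment was made within each contrast. The reads recovered from CPM were also tested with edgeR 4.0.16, which called 1024 and 2465 transcripts for late L2 versus early L2 and early L3 versus late L2, and with DESeq2 1.42.0, which called 1106 and 2485. Exact permutation tests, 2-sided, were made on single genes over the 252 arrangements of 5 libraries against 5.

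Before the data were examined, 45 gene lists were fixed, and the 42 with at least 5 measured members were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. The paper was known by then, so the lists are not independent of its themes. Genes that the paper chose on these libraries (the clusters, their enriched terms and the panels of genes) were counted without such a test. Named genes followed a rule fixed before the data were examined, when values in the paper's tables had been seen. It takes every gene that the paper names from this experiment. Not every gene that the rule takes is reported here. It adds the 12 largest rises and 12 largest falls into early L3 and the 8 largest of each during L2, among called genes with a mean of at least 5 CPM over the 10 libraries and groups that do not overlap. From each list it takes the 4 members with the smallest adjusted p per comparison and, from marker lists, the 3 with the highest mean CPM.

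The test was checked on simulated data drawn for 9570 genes, where it recovered 79.4% of genes changed by a log2 fold change of 1 and 90.9% of those changed by 2 during L2, with 3.47% of calls false. For early L3 versus late L2 it recovered 81.6% and 94.8%, with 0 false calls. In these simulations few genes were changed, as many up as down, genes were drawn independently, and the scale could not shift. The rates of false calls therefore do not cover errors from a shift of the scale, which the real data may hold. The alternatives were other pseudocounts, filters, scalings, variance models, a block for the replicate number, the count tests, other minimum fold changes, other set tests, and each library left out in turn. A run without late L2 replicate 4 and early L3 replicate 1 was added after seeing the data. Scaling to spike-ins was not run, because the deposited table lists 0 entries for the ERCC spike-ins that the paper's methods say were added, and neither were the authors' unadjusted p-values, because the table gives adjusted ones. Within a stage, replicates share no known batch, and the labels give no date or sequencing run. The libraries of *Hnf4* RNAi midguts were not analysed here.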

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

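The split of the changes by direction without the 20 most abundant genes and after median-ratio scaling at a minimum of 0.5, the exchange of libraries, and the tracheal and foregut tests were chosen after the results were seen, and the others were written before.

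Single libraries stood apart from the other 4 of their stage, with a gap to the nearest above 0.71 of the whole range. Of 273 groups of 5 values tested, over 83 genes and 8 library measures, 24 held such a value, where chance gives about 1 in 20 groups, or 13.65. In early L2 these were *Mal-A2* in replicate 4 at 295 CPM, *Amy-p* in replicate 4 at 579.5 CPM, *CG15353* in replicate 4 at 0.0710 CPM and *mamo* in replicate 5 at 0.473 CPM. In late L2 they were *Hacl* in replicate 2 at 594 CPM and 5 values in replicate 4: *Eip74EF* at 3.13 CPM, *CG14423* at 22.3 CPM, *ect* at 36.8 CPM, *ninaD* at 229 CPM and *AANATL6* at 19.1 CPM. In early L3 all of them were in replicate 1. These were *Lip3* at 145 CPM, *Mal-A8* at 93.2 CPM, *LysE* at 40.4 CPM, *CG3270* at 17.6 CPM, *ect* at 12.9 CPM and *CG14147* at 11.8 CPM. The others were *Cpr64Ab* at 7.23 CPM, *Osi18* at 4.49 CPM, *Osi19* and *Osi9* at 3.83 CPM each, *CG13048* at 3.43 CPM, *ImpL1* at 3.10 CPM, *Osi6* at 2.11 CPM and *Osi7* at 1.78 CPM.

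Late L2 replicate 4 and early L3 replicate 1 lie between the stages on the first principal component. An exchange of these libraries is argued against by late L2 replicate 4, which lies at -5.63, outside the range of early L3 replicates 2 to 5 (45.12 to 59.4). In late L2 replicate 4, the fraction of early L3 RNA estimated from genes higher in early L3 was 0.166 and from genes lower 0.242, a difference of -0.0757, which is consistent with a mixture, although late L2 replicate 1 also differed by less than 0.1 (-0.0825). For early L3 replicate 1 the fractions were 0.709 and 0.88, a difference of -0.1709 against up to 0.1488 in the other early L3 libraries; this passed the bound written before, but by less than the spread of those libraries, a stricter criterion set afterwards, so a mixture stays open. A difference in developmental age between replicates of a stage stays open as well, since no test separates it from a mixture.

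More transcripts fell than rose between late L2 and early L3. A few abundant genes taking most of the reads are argued against, since 24.4% of the changed transcripts rose without the 20 most abundant genes, against 25.7% with them. Scaling to the total of reads stays open: after median-ratio scaling the share was 43.1%, and at a minimum log2 fold change of 1 it was 32.6% (23.5% with CPM, 36.1% after quantile normalization, 38.3% with DESeq2). ERCC spike-ins were added before library preparation according to the paper's methods, but the deposited table lists 0 spike-in entries, so a lower output of many genes and a shift of the scale cannot be told apart.

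The transcripts of cluster E, with genes of cuticle and apical matrix, fell into early L3. Fewer tracheal cells stay open. The median log2 fold change of 3 tracheal genes outside the matrix was -0.32, above the bound of -1 set for it. Of these, *trh* (-0.53) and *btl* (0.65) passed the test and *vvl* (-0.32) did not. Their directions differed, so this median could not exclude a loss of tracheal cells. The tracheal markers left out of this test, *uif* (-2.76), *verm*, *serp* and *Gasp*, fell. However, *uif* is itself in cluster E, *verm* and *serp* are in cluster D and *Gasp* is in cluster C. Their falls are therefore not separate evidence of such a loss. Less foregut, proventriculus or hindgut in the dissected midguts stays open too. The markers of these parts had a median of -0.22, with 7 of 8 between -0.43 and 0.03 and *Gld* at -2.78. Among them *dve*, *odd* and *cad* are also in the list of enterocyte markers. Their levels need not follow these parts, so the median cannot exclude such a loss. The stage of the molt remains as an untested biological explanation, since each stage was sampled on 1 day.

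The change into early L3 differed from the change during L2 for 2435 genes by a test of the difference itself. In splits of the 15 libraries into 3 groups of 5, 1 of 100 splits was as large, with 0 genes in the highest of the others. Such splits mix the stages, which adds the stage differences to the spread. They address stages that do not differ at all, not equal changes in the 2 steps, so they cannot decide whether chance gave this count. For each comparison fitted on its 10 libraries, the splits address whether the 2 stages differ. They argue against chance as the source of the 989 genes for late L2 versus early L2 (highest other split 2) and the 2435 for early L3 versus late L2 (highest other split 4).

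The paper does not discuss transposable elements. Of 306 transposable element entries tested, 34 changed between late L2 and early L3, of which 24 rose and 10 fell, or 11.1% against 25.6% of genes. Between early and late L2, 18 changed, 14 higher and 4 lower. Copies of *blood*, *17.6* and *Idefix* had the largest rises, with log2 fold changes of 1.85 to 2.11 from levels under 0.5 CPM in late L2, and reads shared between copies were not resolved.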

How the results depend on the processing

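The run without late L2 replicate 4 and early L3 replicate 1 was added after seeing the data, and the others were fixed before. In all, 38 alternatives were run on 277 results, of which 33 were leading ones; in 980 of their 1014 comparisons, a count stayed within 1.5 times its value and a list or gene kept its direction and its side of the threshold. With a pseudocount of 4, 506 transcripts changed between early and late L2 (276 lower) and 1598 between late L2 and early L3 (1175 lower). Counted as in the paper, these were 669 and 1738, and there were 16 cuticle proteins and 4 enteroendocrine markers lower and *Eo* at 0.41, where the pseudocount shrinks the change of low transcripts by construction. The count higher in early L3 was 972 after median-ratio scaling, 1047 after quantile normalization (1150 lower), 1024 with edgeR and 1079 with DESeq2. With no minimum fold change, 2597 (1347 higher, 1250 lower) and 5288 (1662 higher, 3626 lower) changed, and with a minimum of 1, 209 (95 higher, 114 lower) and 846 (199 higher, 647 lower). With an estimated correlation the adjusted p for early L3 versus late L2 was 0.376 for ribosome biogenesis factors, 0.416 for β-oxidation, 0.196 for lipid transport, 0.227 for lipases and 0.256 for carbohydrases. Among the 500 most variable genes, 500 were shared with the paper's, as fewer were drawn. Without the pair of libraries above, 7 enteroendocrine markers fell. Fry gave the opposite direction to camera for the peritrophic matrix (0.0321) and enterocyte markers (0.00243), for which camera made no call; the cause was not tested. With each library left out, counts ranged from 890 to 1038 for late L2 versus early L2 (308 to 347 higher, 564 to 691 lower), from 2252 to 2648 for early L3 versus late L2 (579 to 669 higher, 1668 to 1986 lower) and from 2108 to 2559 for the difference. The counts made as in the paper ranged from 1051 to 1225 and from 2412 to 2801. By cluster they were 113 to 140 and 226 to 249 for A, 41 to 42 and 49 to 51 for B, 46 to 54 for C, 397 to 408 for D and 58 to 59 for E. They were 23 to 26 for cuticle proteins, 7 to 9 for carbohydrases, 7 for lipases, 10 to 11 for the genes of Fig. 3c, 47 for ribosome biogenesis factors and 8 to 13 for enteroendocrine markers. The log2 fold change ranged from 0.53 to 0.73 for *EcR*, 2.47 to 2.74 for *br*, 1.94 to 2.14 for *shd*, 0.48 to 0.85 for *Eo* and 0.32 to 0.37 for *Hnf4*. The adjusted p ranged from 6.37e-06 to 0.000207 for carbohydrases, 2.78e-09 to 1.21e-05 for lipases, 1.81e-09 to 8.74e-05 for β-oxidation, 7.12e-15 to 4.36e-10 for lipid transport and 1.69e-41 to 3.58e-31 for ribosome biogenesis factors. With the replicate number as a block, 992 and 2465 transcripts changed, and no leading call changed; residuals of libraries with the same number had a median correlation of 0.03, so the numbers were not taken as pairs. Of 7722 comparisons on the other 244 results, 7537 kept their call, 98 lost it, 85 gained it and 2 reversed. Scaling to spike-ins and the authors' unadjusted p-values were not run. At this depth, transcripts near 0.5 CPM rest on few reads, and their fold changes depend on the pseudocount.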

Differences from the paper's values

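All alternatives named here were fixed before the data were examined, 30 for each value. Those not named also differ from the paper's value, in the same direction as the main one or in the other. For late L2 versus early L2 the paper's count is 429 transcripts, and 1162 were counted here at the paper's thresholds with limma. None of the alternatives came within 1.5 times of the paper's count. In the authors' table, 3795 of 9787 entries have no adjusted p for this interval and could not be counted, while limma tested all. For early L3 versus late L2, 948 have none, so the counts compared here rest on unlike sets of genes. For early L3 versus late L2 the paper's count is 1469, and 2623 were counted here; a pseudocount of 4 brought it within 1.5 times, and the others did not. Of 80 log2 fold changes of single genes compared, all had the paper's sign and 8 differed by more than the larger error. *CG33120* was 1.15 in the paper's table and 0.64 here for late L2 versus early L2, where a pseudocount of 0.1, quantile normalization, leaving out the 20 most abundant genes, early L2 replicate 5 or late L2 replicate 2 closed the gap. For early L3 versus late L2 *CG33120* was 4.89 in the paper's table and 3.30 here, and none of the alternatives closed it. *CG6296* was 0.54 in the paper's table and 0.41 here, closed by median-ratio scaling, edgeR, DESeq2 and leaving out late L2 replicate 4. *Hacl* was 0.43 in the paper's table and 0.29 here, closed by median-ratio scaling, edgeR, DESeq2 and leaving out early L3 replicate 1. *Npc2a* was 0.94 in the paper's table and 0.77 here, closed by a pseudocount of 0.1, median-ratio scaling, quantile normalization, edgeR, DESeq2 and leaving out late L2 replicate 4 or 5 or early L3 replicate 1, 3 or 5. *Npc2f* was 0.94 in the paper's table and 0.78 here, closed by median-ratio scaling, quantile normalization, edgeR, DESeq2 and leaving out late L2 replicate 4 or early L3 replicate 1, 3 or 5. *Mal-A1* was 0.32 in the paper's table and 0.17 here, closed by median-ratio scaling, quantile normalization, array weights, edgeR, DESeq2 and leaving out late L2 replicate 2 or 3 or early L3 replicate 1 or 2. *Eip74EF* was 2.69 in the paper's table and 2.16 here, closed by a pseudocount of 0.1, median-ratio scaling, quantile normalization, edgeR, DESeq2 and leaving out late L2 replicate 4 or early L3 replicate 1 or 5.

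The paper states that *Hnf4* is induced during development, from an ANOVA across the stages with no minimum fold change. It also measured *Hnf4* in *yw* midguts and reports that inhibiting ecdysone signaling blocks the induction. Here *Hnf4* was likewise higher in early L3, with an adjusted p of 0.000232 from limma. Its log2 fold change was 0.34, or 0.49 with median-ratio scaling or DESeq2. Only the minimum of 0.5 used here for counting was not reached, and the direction is the paper's.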

Other observations

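No test in this part was made to explain a result, and the genes named here follow the rule for named genes except *Imp* and *lin-28*, chosen after their values were seen.

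Markers of enteroendocrine cells, which secrete gut hormones, fell between early and late L2: 12 of 19 fell and 0 rose, or 13 and 0 when adjusted over the list alone (camera adjusted p = 2.25e-07, and adjusted p = 0.384 with an estimated correlation). *Dh31*, a diuretic hormone, went from 41.2 ± 3.85 to 22.8 ± 4.86 CPM, the peptide-amidating lyase *Pal2* from 29.7 ± 2.71 to 17.7 ± 2.71 CPM and *sNPF* from 9.76 ± 1.03 to 5.83 ± 0.977 CPM (limma). Without late L2 replicate 4, 8 markers fell, without it and early L3 replicate 1, 7, and with a pseudocount of 4, 4. Between late L2 and early L3, 2 rose and 2 fell; the falls were 1 without late L2 replicate 1 or 5 or early L3 replicate 3, 4 or 5 and 0 without late L2 replicate 2, and the rises were 1 without late L2 replicate 1 or early L3 replicate 1 or 2. Of 8 markers of neurons and glia, 2 fell between early and late L2, *brp* and *Syt1*, and 4 without early L3 replicate 2; *Syt1* did not pass without late L2 replicate 4 and early L3 replicate 1 (log2 fold change -0.74, adjusted p = 0.0507). The camera adjusted p of this list was 0.174, and it was 0.00848 with only the 10 libraries compared and 0.00798 without early L3 replicate 2, while the adjusted p was 0.714 with an estimated correlation over all 15. Of 62 cytochrome P450s, 18 rose and 4 fell into early L3, also when adjusted over the list alone (camera adjusted p = 9.13e-09, and adjusted p = 0.194 with an estimated correlation). *Cyp6t1* went from 4.32 ± 1.96 to 30.9 ± 9.06 CPM and *Cyp4d2* from 41.9 ± 7.25 to 106 ± 17.8 CPM. Of 5 lysozymes, 3 rose in that interval (camera adjusted p = 0.0395, and adjusted p = 0.443 with an estimated correlation), and 5 without early L3 replicate 1; *LysS* went from 885 ± 143 to 2042 ± 467 CPM. The camera test of the lysozymes did not pass after median-ratio scaling (0.128) or quantile normalization (0.249), with edgeR (0.0618) or with only the 10 libraries compared (0.0617), nor without late L2 replicate 4 (0.0655) or 5 (0.0503) or early L3 replicate 2 (0.0523), 3 (0.0568), 4 (0.0609) or 5 (0.0639).

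Of 42 genes of DNA replication and the cell cycle, 27 fell and 0 rose between late L2 and early L3, also when adjusted over the list alone (camera adjusted p = 3.18e-05, and adjusted p = 0.416 with an estimated correlation), and 16 fell after median-ratio scaling and 10 after quantile normalization. The helicase subunits *Mcm6* and *Mcm2* went from 23.0 ± 4.69 to 11.1 ± 1.07 CPM and from 18.4 ± 2.34 to 9.56 ± 1.42 CPM. *chinmo* and *Imp*, regulators of early larval identity in other tissues, were lower in early L3, with log2 fold changes of -0.80 and -0.69. *lin-28* went from 1.15 ± 0.337 CPM in early L2 to 0.344 ± 0.246 in late L2 and 0.0969 ± 0.0930 in early L3.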
